# Dynamic remodeling of septin structures fine-tunes myogenic differentiation

**DOI:** 10.1016/j.isci.2024.110630

**Published:** 2024-07-31

**Authors:** Vladimir Ugorets, Paul-Lennard Mendez, Dmitrii Zagrebin, Giulia Russo, Yannic Kerkhoff, Georgios Kotsaris, Jerome Jatzlau, Sigmar Stricker, Petra Knaus

**Keywords:** Cell biology, Organizational aspects of cell biology, Developmental biology

## Abstract

Controlled myogenic differentiation is integral to the development, maintenance and repair of skeletal muscle, necessitating precise regulation of myogenic progenitors and resident stem cells. The transformation of proliferative muscle progenitors into multinuclear syncytia involves intricate cellular processes driven by cytoskeletal reorganization. While actin and microtubles have been extensively studied, we illuminate the role of septins, an essential yet still often overlooked cytoskeletal component, in myoblast architecture. Notably, Septin9 emerges as a critical regulator of myoblast differentiation during the initial commitment phase. Knock-down of Septin9 in C2C12 cells and primary mouse myoblasts accelerates the transition from proliferation to committed progenitor transcriptional programs. Furthermore, we unveil significant reorganization and downregulation of Septin9 during myogenic differentiation. Collectively, we propose that filmamentous septin structures and their orchestrated reorganization in myoblasts are part of a temporal regulatory mechanism governing the differentiation of myogenic progenitors. This study sheds light on the dynamic interplay between cytoskeletal components underlying controlled myogenic differentiation.

## Highlights

• Septins are an integral part of myoblast cytoskeleton
• Septin architecture reorganizes substantially during differentiation
• Septin9 expression is downregulated during differentiation
• Depleting Septin9 accelerates transition to the committed progenitor state

## Introduction

Skeletal muscle is a dynamic tissue making up about 40% of the body and is essential for many vital functions.^1^ It forms during development in the process of myogenesis, that also occurs in adult organisms during muscle regeneration. During these processes, myogenic precursor cells proliferate, migrate to the location of muscle formation, differentiate into mature muscle cells and fuse to form muscle fibers.^2^ Myogenic differentiation induces characteristic changes in gene expression and cell morphology in proliferating myogenic precursor cells (myoblasts) that transition toward contractile fibers, first transforming into fusion-competent progenitors (myocytes) and eventually fusing to give rise to new myotubes or enlarging existing myotubes.^3^^,^^4^ These intricate cellular changes coincide with adaptations in the organization of cytoskeletal proteins, including actin^5^^,^^6^^,^^7^ and tubulin.^8^^,^^9^

Among the cytoskeletal players, septins have gained increasing attention. Septins, a family of GTP binding proteins, have begun to emerge in the context of myogenesis.^10^^,^^11^^,^^12^^,^^13^^,^^14^ Classified into four subgroups (Septin2-Septin6-Septin7-Septin9), they primarily differ in their N- and C-terminal extensions.^15^ These proteins assemble into palindromic hetero-octamers (referred to as protomer), composed of one subunit from each subgroup. By lateral interactions, septins build higher-order structures like bundles, rings and networks. Their capacity to bind the plasma membrane, actin or microtubules defines their functions as lateral diffusion barriers or compartmentalizing scaffolds.^16^^,^^17^^,^^18^ Septins have been implicated in diverse cellular functions, including cytokinesis,^19^ cell mobility^20^ and contractility,^21^ plasma membrane rigidity,^22^^,^^23^ cell shape determination^24^^,^^25^^,^^26^^,^^27^ and mechanotransduction.^28^^,^^29^

This study focuses on Septin9, a centrally positioned paralog within the protomer,^30^ the embryonic depletion of which is lethal.^31^ The distinct N-terminal extensions of Septin9 enable interactions with both actin and microtubules,^17^ potentially bridging actin to the plasma membrane.^32^ However, understanding the expression, organization, and functions of septins in muscle formation remains limited. While human septin transcripts have been detected in sleletal muscle and heart tissue,^33^ the role of specific septins in skeletal muscle has only recently been explored. For instance, Septin7 was found essential for cardiac and somatic myofibril organization in zebrafish,^34^ murine myoblast proliferation, skeletal muscle architecture, and function.^11^ This investigation aims to shed light on the involvement of Septin9 in the context of myogenic differentiation, elucidating its functions and contributions in this dynamic process.

## Results

### Expression of septins during muscle regeneration and *in vitro* myogenic differentiation

To identify the septins that are expressed in myogenic progenitors, we analyzed single-cell RNA-sequencing (scRNA-seq) data from muscle stem cells (MuSCs) of regenerating tibialis anterior (TA) muscle, spanning 0.5, 2, 3.5, 5, 10 and 21 days post cardiotoxin injury.^35^ Unsupervised clustering revealed four sub-clusters including quiescent, activated, dividing, and differentiated MuSCs that were identified according to expressed marker genes (see STAR Methods) (Figures 1A and S1A–S1C). This revealed *Septin2*, *7*, *10* and *11* to be expressed in all MuSC populations, while *Septin8* and *Septin9* were exempt from quiescent cells (Figures 1B and S1D). *Septin6* specifically marked proliferating cell population and *Septin4* marked the differentiated population (Figure S1D). The most highly expressed septins within every septin homology group were *Septin2, 7* and *11* for quiescent MuSCs and *Septin2, 7, 9* and *11* for all other myogenic sub-clusters, thus providing an insight into the potential protomere assembly during myogenic lineage progression (Figures 1B and 1C). Organizing the gene expression according to the regeneration time points, it is apparent that expression of core Septin paralogues (2, 7, 9, 11) was induced concomitant with the onset of muscle regeneration while it steadily declined with time and is majorly downregulated by day 21 when the regeneration is assumed to be nearly complete. Interestingly, only *Septin9* expression completely diminished by day 21. Next, we confirmed the expression of septins (except *Septin1, 3*, 12 and *14*, very low or not detectable) during 7 days of *in vitro* myogenic differentiation in C2C12 cells (Figures 1E, S2A, and S2B) and primary myoblasts (5 days of differentiation) (Figures S2C–S2F). These experiments consistently demonstrated the downregulation of *Septin9* from day 3 onwards (Figures 1E and S2C). Additionally, we observed the downregulation of *Septin6* and *7* and upregulation of *Septin4* in both, C2C12 cells and primary myoblasts (Figures 1E and S2A–S2E). To confirm the transcriptional data, we analyzed Septin9 protein expression via western blot analysis and similarly observed the reduction of Septin9 during myogenic differentiation in C2C12 cells and primary myoblasts (Figures 1F and S2F). In summary, our finding reveal a global downregulation of multiple ubiquitous septins during myogenic differentiation, with the exception of Septin4, which displays distinct upregulation. Furthermore, quiescent MuSCs and proliferating myoblasts may potentially rely on different sets of septin protomeres, with Septin9 not present in quiescent cells, and being downregulated during regenerative myogenesis and *in vitro* myogenic differentiation.

**Figure 1:**
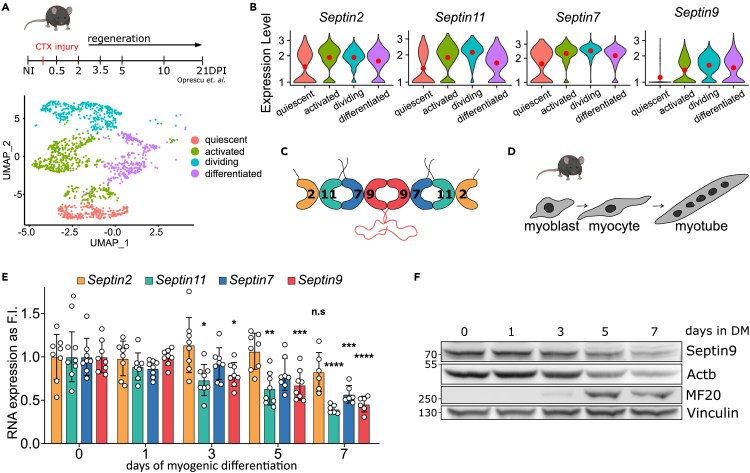
Expression of septins during muscle regeneration and *in vitro* myogenic differentiation (A and B) Single cell RNA sequencing data of non-injured tibialis anterior muscle and additional six time points following cardiotoxin injury (CTX).^35^ (A) UMAP visualization of the sub-cluster MuSC in regenerating musculature colored by identified cell populations within the sub-clusters. MuSC labeled cells were extracted from annotated single cell dataset available from GSE138826. (B) Violin plots representing gene expression profiles of *Septin2, 7, 9* and *11* in MuSC subclusters. (C) Potential core myogenic septin protomer in non-qiescent MuSCs. (D) Schematic representation of murine *in vitro* myogenic differentiation. (E) mRNA expression levels of *Septin2*, *7*, *9* and *11* during C2C12 differentiation. Septins are color coded according to the subfamily, as in (C). (F) Protein levels of Septin9 during C2C12 differentiation. Data represent mean ± standard deviation (SD), ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001, n.s – not significant from one way ANOVA followed by Dunnett’s multiple comparison test. See also Figures S1 and S2.

### Septin9 depletion promotes transition from dividing toward differentiating progenitors on mRNA level

Septin9 plays a crucial role in determining the subcellular localization of the septin cytoskeleton and in regulating cytoarchitecture.^32^^,^^36^ To understand the implications of Septin9 downregulation, we investigated whether its reduction in expression merely eliminates a vestigial cytoskeletal component no longer required during late myogenic differentiation or if it potentially serves an instructive role in governing the progression through the process. Thus, we employed a siRNA-based approach to deplete Septin9 (Figure 2A). We conducted RNA sequencing analysis of Septin9 depleted C2C12 cells undergoing differentiation (after 12 h of differentiation, Figure 2) and Septin9 depleted primary myoblasts in a proliferative state (Figure S3). 

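RNA was sequenced from 8 samples, 2 replicates for each combination of cell type and siRNA. C2C12 cells are a mouse myoblast line that differentiates into myotubes in low serum, and primary myoblasts were cultured from mouse muscle. Control samples received a non-targeting siRNA and Septin9-deficient samples received the Septin9 siRNA CCAACGGCATTGACGTGTA. C2C12 cells were lysed 60 h after transfection, at 12 h of differentiation, and primary myoblasts were lysed 48 h after transfection while proliferating. C2C12 cells were transfected with 50 nM siRNA, which stood at 100 nM for the first 5 h. The authors mapped paired-end reads to GRCm38.p6 with STAR, counted them per gene with featureCounts, and deposited these raw counts without normalization. They also deposited, for each cell type, normalized counts from which ComBat-Seq had removed the batch effect of the independent experiments. In C2C12 cells 21236314 and 26869868 reads were counted on genes in the control replicates 1 and 2, and 20898611 and 22966420 in the Septin9-deficient replicates. In primary myoblasts the corresponding numbers were 23905795 and 27223414 in control and 23968879 and 21133806 in Septin9-deficient samples. The raw counts of each cell type were normalized by edgeR's TMM method and filtered with filterByExpr, which left 15814 genes in C2C12 cells and 17117 in primary myoblasts. Septin9-deficient and control samples were then compared with edgeR's quasi-likelihood test, with the replicate number as a block, and genes with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.585 were counted as DEGs. The replicate number stands for the independent experiment. Samples with the same number deviated together from the means of their conditions, with a correlation across genes of 0.678 in C2C12 cells and 0.820 in primary myoblasts, although genes are not independent replicates. At the same adjusted p-value, 5638 genes in C2C12 cells and 4187 in primary myoblasts differed between replicates 1 and 2. The raw counts hold 2379 entries named as a further copy of another listed gene, and 572 of the 973 such pairs with at least 100 counts in each entry had totals within 10% of each other, so values of these genes are uncertain.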

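Septin9, which lies on chromosome 11 of GRCm38 from 117199661 to 117362325, was measured first because it is the target of the siRNA. The siRNA matches 19 bases of the coding sequence in exon 7 of 10, from 117356354 to 117356372, and this target is present in 5 of 5 protein-coding Septin9 transcripts of the basic GENCODE annotation. In C2C12 cells Septin9 had 8995 and 11825 raw counts in the control replicates and 3151 and 4430 in the Septin9-deficient replicates. Its normalized expression was 435 ± 8.21 CPM (SD, n = 2; counts scaled to the library size) in control and 170 ± 26.8 CPM (SD, n = 2) in Septin9-deficient C2C12 cells, which is 39.1% of control. The log2 fold change was -1.36 (standard error 0.08, adjusted p = 5.11e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In primary myoblasts the raw counts were 8742 and 12716 in control and 4645 and 3331 in Septin9-deficient samples. Normalized expression fell from 412 ± 66.5 CPM (SD, n = 2) to 178 ± 29.5 CPM (SD, n = 2), or 43.2% of control, with a log2 fold change of -1.21 (standard error 0.15, adjusted p = 0.000134 from edgeR's test). Within each replicate pair the log2 ratio was -1.504 and -1.22 in C2C12 cells and -0.87 and -1.54 in primary myoblasts. Without the replicate block the log2 fold changes were -1.35 and -1.21, and the adjusted p-values from edgeR were 0.999987 and 0.999975, as no gene passed in that fit. All 4 Septin9-deficient samples had fewer Septin9 CPM than the 4 control samples.

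**Figure D1:**
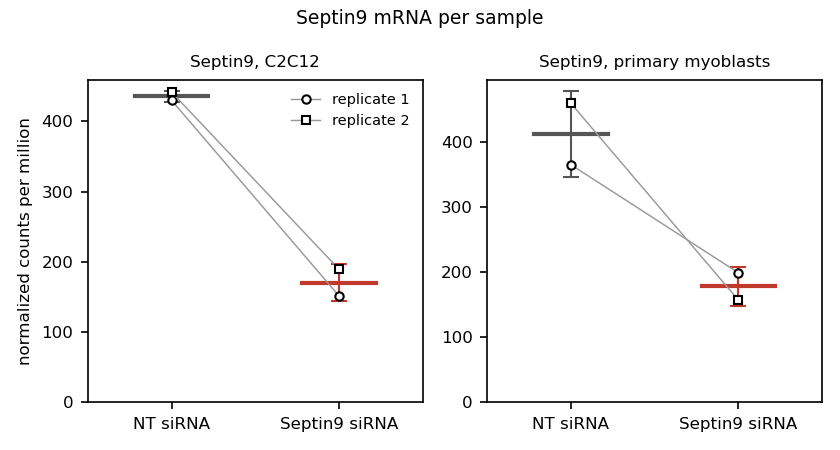
Septin9 expression in CPM (y axis) for control and Septin9-deficient samples (x axis) of C2C12 cells and primary myoblasts. Points are samples, lines join samples with the same replicate number, and bars with error bars give the mean and SD (n = 2), with means of 435 against 170 CPM in C2C12 cells and 412 against 178 CPM in primary myoblasts.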

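In Septin9-deficient C2C12 cells 248 of the 15814 genes tested were DEGs, of which 131 were upregulated and 117 downregulated. Without the replicate block no gene had an adjusted p-value under 0.05, and 372 genes had an unadjusted p-value under 0.05. With DESeq2 applied to the deposited batch-corrected counts, turned back into whole counts, there were 125 DEGs, 54 upregulated and 71 downregulated. The largest upregulation among DEGs that changed the same way in both replicate pairs was that of Hdc, with a log2 fold change of 3.05 (standard error 0.75, adjusted p = 0.0170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but Hdc stayed under 1 CPM in every sample, from 0.0373 to 0.673 CPM. Best1 followed with a log2 fold change of 2.26 (standard error 0.41, adjusted p = 0.00192 from edgeR) and a mean of 0.352 CPM in control and 1.72 CPM in Septin9-deficient cells. The downregulated DEGs with the largest changes were 9030624G23Rik at -1.79 and Rtn4r at -1.78 on the log2 scale. Rtn4r is listed 3 times with identical counts, so it counts as 3 of the 117 downregulated DEGs.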

Differential expression analysis revealed 125 differentially expressed genes (DEGs) in Septin9-deficient C2C12 cells, with 71 genes upregulated and 54 genes downregulated when compared to control cells transfected with non-targeting siRNA (Figures 2B and 2C). Similarly, we identified 330 DEGs in Septin9-deficient primary myoblasts comprising 285 upregulated and 45 downregulated genes (Figures 2B and S3B). 

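Septin9-deficient primary myoblasts had 542 DEGs among the 17117 genes tested, 491 upregulated and 51 downregulated, so that 90.6% of the DEGs were upregulated. Without the replicate block no gene passed the adjusted p-value and 378 genes had an unadjusted p-value under 0.05. The choice of scaling changed both the number and the split. With RLE size factors in place of TMM there were 260 DEGs, 225 upregulated and 35 downregulated, and with library size alone there were 206, 165 upregulated and 41 downregulated, or 80.1% upregulated. DESeq2 on the deposited batch-corrected counts gave 330 DEGs, 285 upregulated and 45 downregulated. The largest log2 fold change was that of Rn28s1, a ribosomal RNA gene, at 2.57 (standard error 0.27, adjusted p = 2.93e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its expression differed between the Septin9-deficient replicates, with 2.66 and 18.6 CPM, against 0.834 and 2.38 CPM in control. Mmp13 and Edn1 were among the downregulated DEGs with the largest changes, at -2.23 and -1.43 on the log2 scale, with control means of 3.15 and 2.63 CPM. Tfdp1, on chromosome 8 from 13338725 to 13378448, fell from 173 ± 8.40 CPM (SD, n = 2) to 72.7 ± 13.9 CPM (SD, n = 2). The log2 fold change of Tfdp1 was -1.26 (standard error 0.13, adjusted p = 2.54e-05 from edgeR's test), and the sequence after its coding sequence carries the heptamer complementary to positions 2 to 8 of the guide strand of the siRNA.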

Upon conducting gene ontology (GO) annotation analysis of DEGs in Septin9-deficient C2C12 cells according to biological process, we found that upregulated genes were associated with the terms such as ‘muscle organ development’, ‘skeletal muscle cell differentiation’, ‘muscle contraction’, and ‘myotube differentiation’ (Figure 2D). 

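The terms were examined through a list of 84 muscle genes, covering the sarcomere, excitation-contraction coupling and fusion, which was written before the data were examined. It is not one of the ontology term lists. Of these genes 65 were tested in C2C12 cells, and 19 of them were among the 131 upregulated DEGs, where 0.538 would fall by chance (odds ratio 57.5, two-sided Fisher's exact test, p = 6.47e-25). None of the 65 was a downregulated DEG. The median log2 fold change of the 65 genes was 0.58, 62 of them had a positive log2 fold change, and they ranged from -0.40 to 1.57. limma's camera test, with an inter-gene correlation of 0.01, gave a p-value of 1.05e-31 for the list with the replicate block and 9.12e-17 without it. With limma's fry test in place of camera, which uses the residual variation of these 4 samples, the p-value was 0.0532. Fisher's test treats genes as independent and camera assumes the stated correlation, so neither p-value measures the spread between the 2 experiments. The median log2 ratio was 0.73 in replicate pair 1 alone and 0.49 in pair 2 alone. Between the control replicates the same genes differed by a median of 1.17 on the log2 scale, more than between the conditions. At an adjusted p-value under 0.05, 45 genes passed with adjustment over the list alone and 30 with adjustment over all genes tested, of which 29 were upregulated.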

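In primary myoblasts 81 of the 84 muscle genes were tested, and 46 of them were among the 491 upregulated DEGs, where 2.32 would fall by chance (odds ratio 48.9, two-sided Fisher's exact test, p = 5.60e-50). No gene of the list was a downregulated DEG. The list had a median log2 fold change of 0.73, and 80 of the 81 genes had a positive one. The p-value from camera was 8.01e-63 with the replicate block and 1.88e-19 without it, and with fry it was 0.294. Here too the p-values from Fisher's test and camera do not measure the spread between the 2 experiments. The median was 0.35 in replicate pair 1 and 1.13 in pair 2. Control replicate 2 was lower than control replicate 1 by a median of -1.53 on the log2 scale, and for Septin9-deficient replicates this median was -0.72. Adjusted over the list, 67 genes passed 0.05, and 49 passed when adjusted over all genes tested.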

Similar results were observed in Septin9-deficient proliferating myoblasts (Figure S3C). To deepen our understanding of Septin9’s role in myogenic differentiation,we compared the DEG profiles of Septin9-deficient C2C12 cells (Figure 2E) and primary moyblasts (Figure S3D) with those of proliferating and differentiated muscle stem cells (MuSCs), previously defined by single-cell RNA-sequencing^3^ (Figure 1A). 

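Fig. 2E lists 20 genes of dividing and 12 of differentiated muscle stem cells, and the paper kept those significant in C2C12 cells, so in these cells the lists were chosen on the same data. In C2C12 cells the 12 differentiated markers had a median log2 fold change of 0.55, from 0.23 to 1.12, and all 12 were higher. The 20 dividing markers had a median of -0.31, from -0.90 to -0.17, and all 20 were lower. In primary myoblasts the differentiated markers had a median of 0.73 with 12 of 12 higher, and the dividing markers a median of -0.34 with 19 of 20 lower. In replicate pairs 1 and 2 the differentiated median was 0.77 and 0.37 in C2C12 cells, and 0.40 and 1.00 in primary myoblasts. The dividing median was -0.33 and -0.29 in C2C12 cells, and -0.38 and -0.30 in primary myoblasts. The p-values from camera in C2C12 cells were 5.05e-24 for the differentiated and 2.11e-26 for the dividing markers with the replicate block, and 4.47e-09 and 3.28e-05 without it. In primary myoblasts they were 1.09e-17 and 4.69e-13 with the block, and 2.73e-05 and 7.88e-12 without it. With fry the p-values were 0.160 and 0.0629 in C2C12 cells and 0.242 and 0.00652 in primary myoblasts. As for the muscle list, the p-values from camera do not measure the spread between the experiments. Of the differentiated markers 5 were upregulated DEGs in C2C12 cells and 8 in primary myoblasts. A single dividing marker, Cks1b, was a downregulated DEG in both, at -0.90 and -0.89, and the sequence after its coding sequence carries the heptamer complementary to the siRNA's seed. The cell cycle was also examined with 97 genes of S and G2/M phase, a published list fixed before the data were examined and not chosen on them. Its median log2 fold change was -0.19 in C2C12 cells, where 82 genes were lower, and -0.26 in primary myoblasts, where 92 were lower. The p-values from camera for this list were 5.91e-16 and 2.33e-21 with the block, 0.000284 and 1.28e-21 without it, and 0.178 and 0.0157 with fry. Between control replicates the cell cycle list differed by a median of -0.91 in C2C12 cells, which is larger than the change after Septin9 depletion, and by 0.22 in primary myoblasts, which is smaller.

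**Figure D2:**
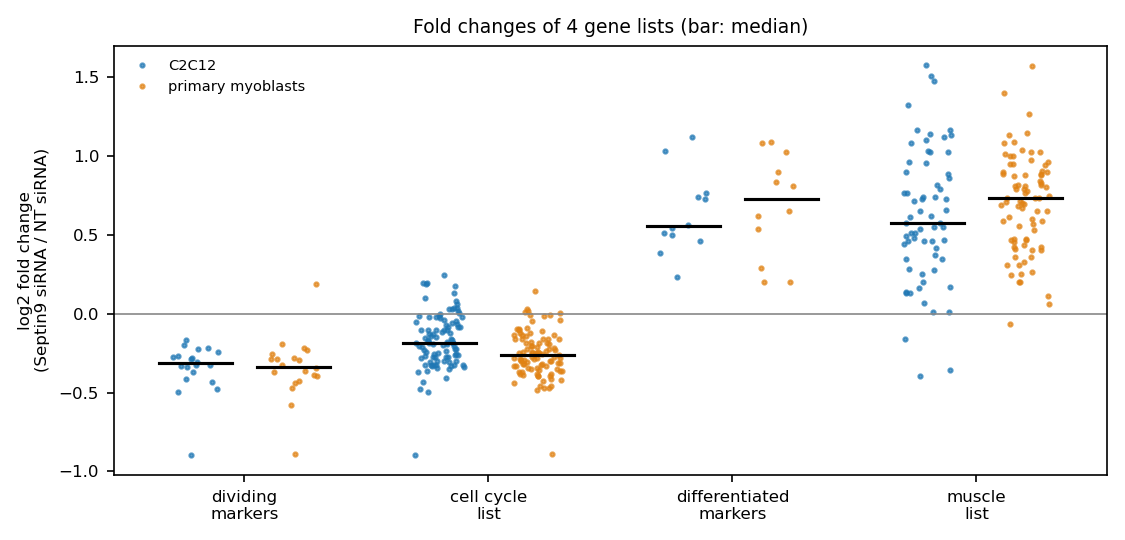
Log2 fold change after Septin9 depletion (y axis) of each tested gene in the dividing, differentiated, cell cycle and muscle lists (x axis) for C2C12 cells and primary myoblasts. Points are genes and bars are medians, which lie at -0.31, 0.55, -0.19 and 0.58 in C2C12 cells and at -0.34, 0.73, -0.26 and 0.73 in primary myoblasts.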

In both Septin9-deficient C2C12 cells and primary myoblasts, we observed an upregulation of genes associated with the ‘differentiated’ cluster, along with a mild downregulation of genes related to cell proliferation. This suggests a premature transition of the cycling progenitor population toward committed progenitors. Furthermore, we analyzed the set of 39 DEGs that was shared between Septin9-deficient C2C12 and primary myoblasts (Figure 2F). 

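Over the 15073 genes tested in both cell types, 69 were DEGs in both cell types. By chance 5.67 would be shared if genes were independent (odds ratio 20.8, two-sided Fisher's exact test, p = 2.57e-56). Without the replicate block no gene was shared, since no gene was a DEG in either cell type. Of the shared DEGs, 43 were upregulated in both cell types and 23 downregulated in both. The Pearson correlation of the log2 fold changes in the 2 cell types was 0.844 across the 69 shared DEGs and 0.301 across all genes tested in both, where genes are not independent replicates and the shared DEGs were chosen for large changes in both. With DESeq2 on the deposited batch-corrected counts 39 DEGs were shared, and the correlation across them was 0.942. The list includes genes that overlap in position or lie inside one another, and whether reads were counted for both was not tested. Septin1 overlaps Mylpf by 1580 bases on chromosome 7, from 127212709 to 127214288, and Mir675 lies within H19, so the values of Septin1 and Mir675 are uncertain.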

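Of the 69 shared DEGs, 66 changed in the same direction in both cell types. The other 3, named after their values were seen, were Aspn, Dync1i1 and Lmod1, which fell in C2C12 cells by log2 fold changes of -0.70, -0.71 and -1.003 and rose in primary myoblasts by 1.75, 0.68 and 0.94. With DESeq2 on the deposited batch-corrected counts 38 of the 39 shared DEGs changed in the same direction, and the remaining one was Dync1i1, at -0.72 in C2C12 cells (adjusted p = 0.0388 from DESeq2) and 0.63 in primary myoblasts (adjusted p = 0.0336 from DESeq2). Acta2, on chromosome 19 from 34240336 to 34255585, fell from 2689 ± 329 CPM to 1803 ± 236 CPM (SD, n = 2) in C2C12 cells. Its log2 fold change was -0.58 (standard error 0.09, adjusted p = 0.000290 from edgeR), just short of the 0.585 for a DEG. In primary myoblasts Acta2 had 764 ± 37.8 CPM in control and 929 ± 263 CPM in Septin9-deficient samples (SD, n = 2), a log2 fold change of 0.25 (standard error 0.15, adjusted p = 0.429 from edgeR). Without the block the adjusted p-values of Acta2 from edgeR were 0.999987 and 0.999975. The cell types also differed in differentiation stage and in time after transfection, so a difference between them need not come from cell type. The difference between the cell types in the Acta2 log2 fold change was 0.82 in edgeR's interaction test on all 8 samples (standard error 0.19, adjusted p = 0.294) and 0.83 in DESeq2 with the same design (standard error 0.17, adjusted p = 0.000860), so it passed the threshold in DESeq2 and not in edgeR, where the adjusted p-values of the alternatives ranged from 0.223 to 0.999956.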

Except for Acta2, 38 of the common DEGs demonstrated simultaneous up- or downregulation in both cell types following Septin9 depletion. 

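Myog (chromosome 1, 134290004 to 134292548), Mymk (chromosome 2, 27061636 to 27072161), Igf2 (chromosome 7, 142650768 to 142666816) and Tnni1 (chromosome 1, 135783033 to 135810989) were DEGs in both cell types. In C2C12 cells the log2 fold change of Myog was 1.03 (standard error 0.12, adjusted p = 2.28e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mymk, Igf2 and Tnni1 had log2 fold changes of 1.02, 1.03 and 1.12, with adjusted p-values of 0.000742, 0.000128 and 0.00121 from edgeR. In primary myoblasts Myog, Mymk, Igf2 and Tnni1 had log2 fold changes of 0.89, 0.90, 0.80 and 0.81, with adjusted p-values of 0.00266, 0.00219, 0.00900 and 0.00462 from edgeR. None of the 4 genes passed without the replicate block, where the adjusted p-values were 0.999987 in C2C12 cells and 0.999975 in primary myoblasts. For each of the 4 genes the control replicates differed by more than the conditions did. Myog had 5.45 and 38.1 CPM in the control replicates of C2C12 cells and 16.4 and 65.2 CPM in the Septin9-deficient replicates. In primary myoblasts it had 990 and 389 CPM in control and 1482 and 898 CPM in Septin9-deficient samples. Within each replicate pair the log2 ratio of Myog was positive, at 1.58 and 0.78 in C2C12 cells and 0.58 and 1.21 in primary myoblasts. The pair ratios of the other three genes were also positive in both cell types.

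**Figure D3:**
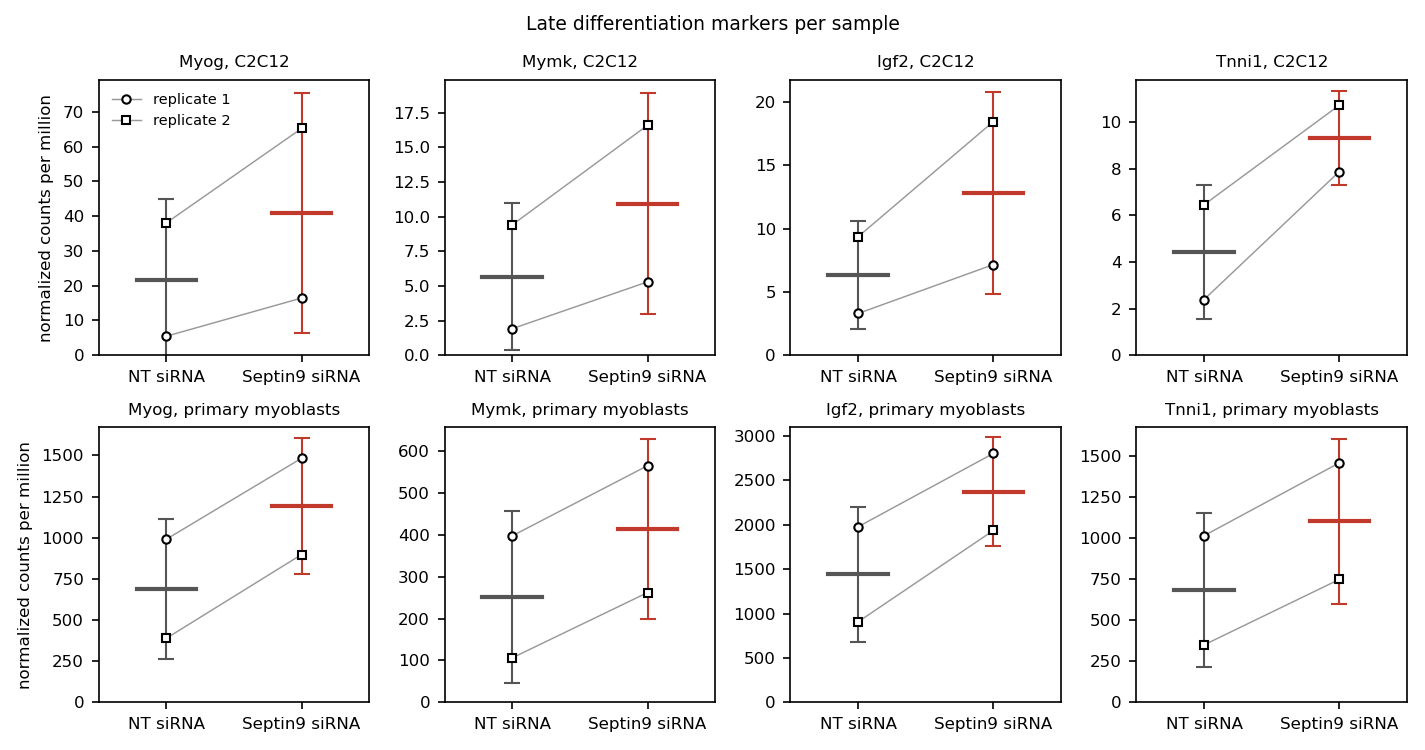
Expression of Myog, Mymk, Igf2 and Tnni1 in CPM (y axis) for control and Septin9-deficient samples (x axis) of C2C12 cells and primary myoblasts. Points are samples, lines join samples with the same replicate number and bars with error bars give the mean and SD (n = 2), and each line rises from control to Septin9 deficiency, for Myog in C2C12 cells from 5.45 to 16.4 and from 38.1 to 65.2 CPM.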

Upregulated genes include marker genes for late stages of myogenic differentiation such as Myogenin (*Myog*), Myomaker (*Mymk*), Insulin like growth factor 2 (*Igf2*) and slow Troponin1 (*Tnni1*) among others. Together, the analysis of DEGs upon Septin9 depletion in C2C12 cells and primary myoblasts suggests a premature transition from proliferating to differentiating myogenic progenitors during myogenic differentiation.

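Whether the 2 cell types responded differently was tested with edgeR's interaction term over the 17918 genes that passed the filter over all 8 samples. C2C12 cells were differentiating, 60 h after transfection, and primary myoblasts were proliferating, at 48 h. The term therefore cannot separate cell type from stage or time. No gene had an adjusted p-value under 0.05, and 1469 genes had an unadjusted p-value under 0.05. In DESeq2 with the same design 17 genes passed, 13 with a higher and 4 with a lower log2 fold change in primary myoblasts. In simulated counts with 200 genes given known differences between the cell types, the edgeR test called 207 genes, 5.80% of them false. The planted differences were larger than that of Acta2 and lay in genes with many counts, and no replicate effect was simulated. The simulation therefore does not show that the test could find differences in the real data. Across all genes tested in both cell types the log2 fold changes of replicate pair 1 in C2C12 cells and in primary myoblasts had a correlation of 0.205, and those of replicate pair 2 of 0.227. From the upregulation of genes of the differentiated cluster, the mild downregulation of genes of proliferation and the DEGs shared by both cell types, among them markers of late differentiation, the paper proposes that Septin9 depletion moves proliferating progenitors prematurely into differentiation.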

**Figure 2:**
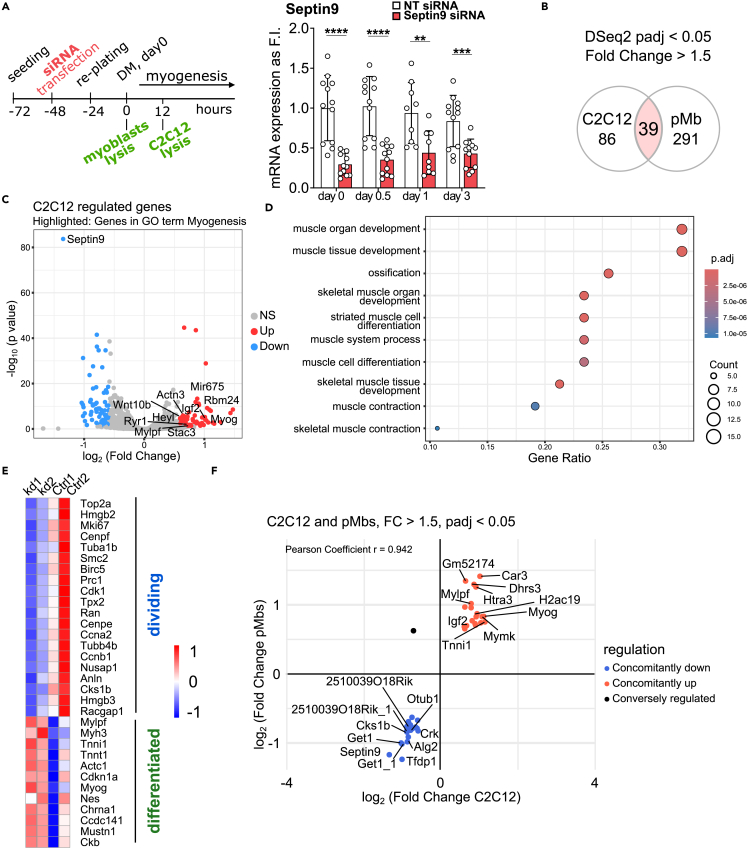
Septin9 depletion induces transition from cycling toward committed C2C12 cells (A) Schematic representation of the experimental setup. Total RNA was isolated from proliferating myoblasts 48 h after Septin9 knockdown and from 12 h differentiating C2C12 cells (60 h after knockdown). Septin9 knockdown efficiency validation over 3 days of *in vitro* myogenesis via qRT-PCR in C2C12 cells. (B) Venn diagram comparing DEGs from C2C12 cells and primary myoblasts calculated using DESeq2 (adjusted *p* value <0.05; −0.585 ≤ log2FC ≤ 0.585). (C) Volcano plot of DE genes (adjusted *p* value < 0.05; −0.585 ≤ log2FC ≤ 0.585) of C2C12 cells transfected with either non-targeting siRNA (control) or Septin9 siRNA after 12 h of myogenic differentiation, genes corresponding to Gene Ontology term “Myogenesis” are highlighted. (D) GO enrichment analysis of genes upregulated in Septin9-deficient C2C12 cells. (E) Heatmap depicting marker genes for dividing and differentiated MuSCs defined by scRNAseq data depicted in Figure 1. Genes are filtered for significant regulation in C2C12 (adjusted *p* value < 0.05). Data represent mean ± standard deviation (SD), ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001 from two-sided unpaired t test. (F) Volcano plot depicting 39 common DEGs between C2C12 and primary myoblasts, calculated using DESeq2 (adjusted *p* value <0.05; −0.585 ≤ log2FC ≤ 0.585). See also Figure S3.

### Septin9 depletion accelerates myogenic differentiation in C2C12 cells

To understand whether an increased transcriptional signature associated with myogenic differentiation in Septin9-deficient cells translates into an accelerated or premature onset of myogenic differentiation, we conducted qRT-PCR analysis of early and late myogenic differentiation marker genes (Figures 3A and 3B). After a significant decrease in Septin9 expression (reduced to 30% in proliferating cells and 52% after 3 days of differentiation compared to control cells, Figure 2A), we observed a downregulation of Taz (Wwtr1) and an upregulation of Myogenin (Myog) expression in both proliferating and differentiating C2C12 cells upon induction of differentiation (Figure 3A). Subsequently, we noted a significant increase in the expression of terminal differentiation markers such as Follistatin (*Fst*) and two skeletal myosins, Myosin heavy chain 2 and 8 (*Myh2* and *Myh8*), which are typically not expressed in cycling myoblasts, but are induced during myogenic differentiation.^37^ This upregulation was observed after 72 h of differentiation in C2C12 cells upon Septin9 knockdown (Figure 3B). We further confirmed the elevated expression of Myogenin (after 24 h) and Myosin heavy chain 2 (Myh, after 72 h) at the protein level in response to Septin9 depletion (Figure 3C). Additionally, our analysis revealed that the loss of Septin9 led to an increase in the myogenic differentiation index (MDI) after 3 days of differentiation, as determined by quantifying the expression of Myosin heavy chain (Figures 3D and 3E). Furthermore, we found that myoblasts lacking Septin9 did not exhibit apparent fusion defects, as addressed by the myogenic fusion index (MFI, Figure 3F). In summary, the absence of Septin9 in myoblasts correlated with the premature activation of myogenic differentiation genes, concomitant with premature progreaation from proliferative to fusion-competent myoblasts.

**Figure 3:**
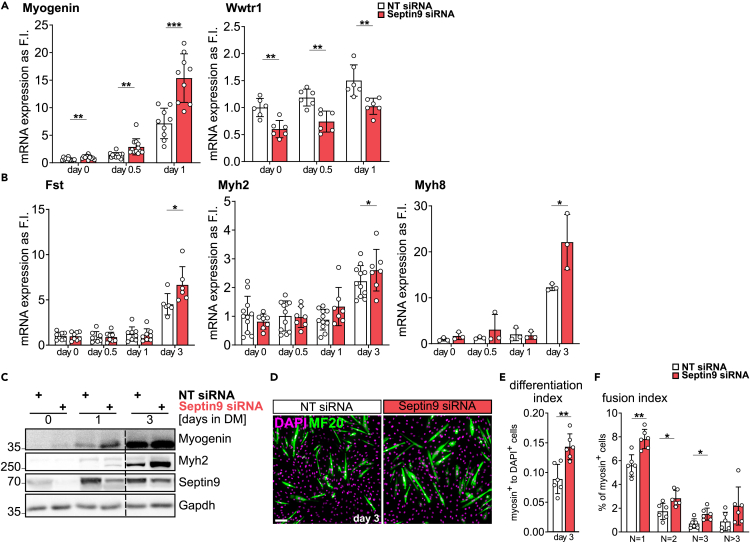
Septin9 depletion accelerates myogenic differentiation in C2C12 cells (A) The qRT-PCR analysis of mRNA expression of early and (B) late myogenic markers. (C) Western blot analysis of myogenic markers Myogenin and Myosin heavy chain 2 in Septin9 deficient C2C12 cells compared to control. (D) Immunofluorescence stainings of Myosin heavy chain 2 (MF20) after 3 days of differentiation. (E) Myogenic differentiation index (MDI) and (F) myogenic fusion index (MFI) for cells in (D) respectively. N is the number of nuclei. Mononucleated cells are shown as reference. Data represent mean ± standard deviation (SD), ∗*p* < 0.05, ∗∗*p* < 0.01, ∗∗∗*p* < 0.001, ∗∗∗∗*p* < 0.0001 from two-sided unpaired t test. Scale bar 100 μm. See also Figure S9.

### Septin9 reorganization during differentiation and fusion in C2C12 cells

Myogenic differentiation requires a substantial reorganization of the myoblast cytoskeleton and the acquisition of a fusion-competent phenotype by myocytes.^37^^,^^38^^,^^39^^,^^40^^,^^41^ Therefore, we assessed the organization of Septin9-containing complexes during myogenic differentiation. To monitor the dynamic process of septin filament assembly, localization and rearrangement during myogenic differentiation, we generated a C-terminal meGFP-tagged Septin9 C2C12 cell line using CRISPR/Cas9 (Figure S4). In proliferating myoblasts, Septin9-GFP was observed in the basal plane to partially localize to perinuclear and ventral actin fibers, which were situated adjacent to focal adhesions (Figures 4A and S5A). Notably, Septin9-GFP was not found associated with dorsal actin fibers (Figure 4A, inset ii), consistent with previous observations in other cell lines.^32^ These findings align with previous research indicating that Septin9 directly cross-links actin filaments into bundles and facilitates the maturation of nascent focal adhesions.^42^ In contrast to flattened morphology of myoblasts, myotubes exhibited increased size and diameter, accompanied by distinct subcellular alterations in Septin9 distribution (Figures 4B and S6). Septin9 appeared to dissociate from actin filaments within myotubes, forming residual filament structures, such as short rods, spirals and rings. These structures were sporadically distributed in areas proximal to the plasma membrane along the myotube (Figures 4B and S6). Smaller myotubes lacking observable sarcomeric actin that resembled thick stress-like filaments exhibited a greater abundance of Septin9-structures in the basal plane, although, these structures appeared thinner, less organized and exhibited sparse colocalization with actin (Figure S6A). In mature myotubes with sarcomeric actin organization, patches of disorganized Septin9 remnants were evident in the basal plane (Figure S6B). The remaining space within the myotubes was predominantly occupied by actin-independent rings and membrane-associated patches of Septin9. This observed reorganization of Septin9 suggests its involvement in early myogenic differentiation.

**Figure 4:**
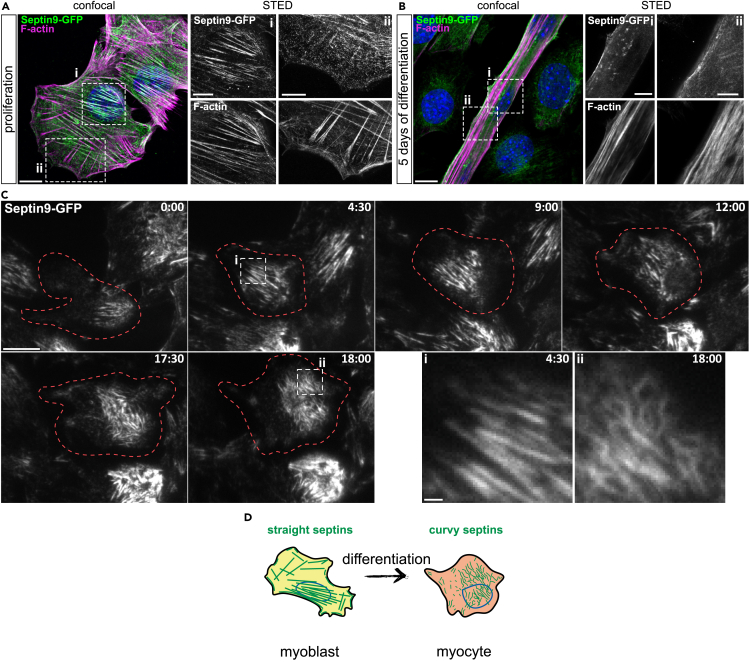
Septin9 reorganization during differentiation in Septin9-GFP C2C12 cells (A) Representative immunofluorescence micrographs showing septin filaments in proliferating Septin9-GFP C2C12 cells (A) and myotubes (B). Merge in confocal, inlays in STED. (C) Representative snapshots from a live cell TIRF experiment using differentiating Septin9-GFP C2C12 cells. Acquisition started 12 h after onset of myogenic differentiation, time in hours: minutes. Insets highlight changes in septin fiber morphology. (D) Schematic representation of a myoblast differentiating to a myocyte with according changes in septin morphology. Scale bar 10μm, insets 5 μm (A-B) and 1μm (C). inv-invading cells, rec-receiving cell. See also Figures S4–S8.

To investigate whether the reorganization of Septin9 is associated with differentiation or fusion, we performed co-staining of Septin9 with the myogenic marker Myogenin after one day of differentiation (Figure S7). Myogenin-negative cells (Figure S7B, inset i) showed no discernible difference in Septin9 organization at day 1 compared to proliferating cells, with Septin9 decorating actin fibers. Similarly, the majority of Myogenin-positive cells (Figure S7B, inset ii-iii) exhibited actin-based Septin9 structures resembling those in proliferating cells, although they appeared more discontinuous, patchy and sporadically formed ring-like structures (Figure S7B, inset iii, arrowhead).

Furthermore, a subset of Myogenin-positive cells displayed pronounced reorganization of Septin9 into short, curvy rods that were no longer associated with actin filaments (Figure S7B, inset iv). These cells exhibited increased actin staining compared to undifferentiated or other Myogenin-positive cells, suggesting a higher degree of differentiation, as differentiated pre-fusion myoblasts were previously described to stain stronger for actin compared to undifferentiated cells.^41^ This subset of Myogenin-positive cells with the most pronounced Septin9 reorganization may represent a more advanced stage along the differentiation trajectory.

To better visualize the septin reorganization during early steps of myoblast differentiation we performed live cell experiments utilizing Septin9-GFP C2C12 cells. We employed total internal reflection (TIRF) microscopy to capture structural changes in septin organization near the plasmamemebrane as proliferating myoblasts transitioned into myocytes. Notably, we observed these events as early as 12 h into the differentiation process (Figures 4C and 4D; Video S1). Throughout myoblast differentiation, septins became more dynamic and curved, potentially disassociating from actin fibers (Figures 4C and 4D).

Video S1. TIRF imaging of differentiating Septin9-GFP C2C12 cells, related to Figure 4

During myocyte fusion, assessed via confocal microscopy after 3 days of differentiation (Figures 5A and 5B), we noted distinct septin organization in the invading versus the receiving myoblast at the basal plane. The receiving myocyte displayed curvy perinuclear septin filaments, while in the invading, fusion-competent myocyte, Septin9-GFP appeared reorganized into short rods and rings. These invading cells exhibited highly mobile and predominantly septin-free lamellipodia, known to play a role in the fusion process,^43^^,^^44^ with Septin9 observed at the leading edge (Figure 5A, white arrowheads at 1:00 and 3:00). After membrane fusion, perinuclear filaments mixed and reorganized, possibly to prepare for subsequent fusion event (Figure 5A, at 7:30; Videos S2 and S3). In the nascent myotube (Figure 5A, at 14:00 and 15:30), septin filaments extended across the nuclear region, while the remainder of the cell contained rings and other filament remnants (Figure 5A, red arrowheads at 14:00). The sarcoplasm, visible through the middle plane, appeared largely devoid of septins throughout the fusion process (Figure 5A, lower panels). From the live cell experiments, we conclude that actin-based septin filaments gradually disassemble from actin fibers as myoblasts undergo morphological changes toward myocytes. Myocytes adopt a migratory phenotype characterized by predominantly septin-free lamellipodia and short, curved septins. Newly formed nascent myotubes exhibit dynamic perinuclear fibers and only short filament remnants elsewhere in the cell body. Finally, the remaining septin structures gradually vanish from the basal plane of mature contractile myotubes.

**Figure 5:**
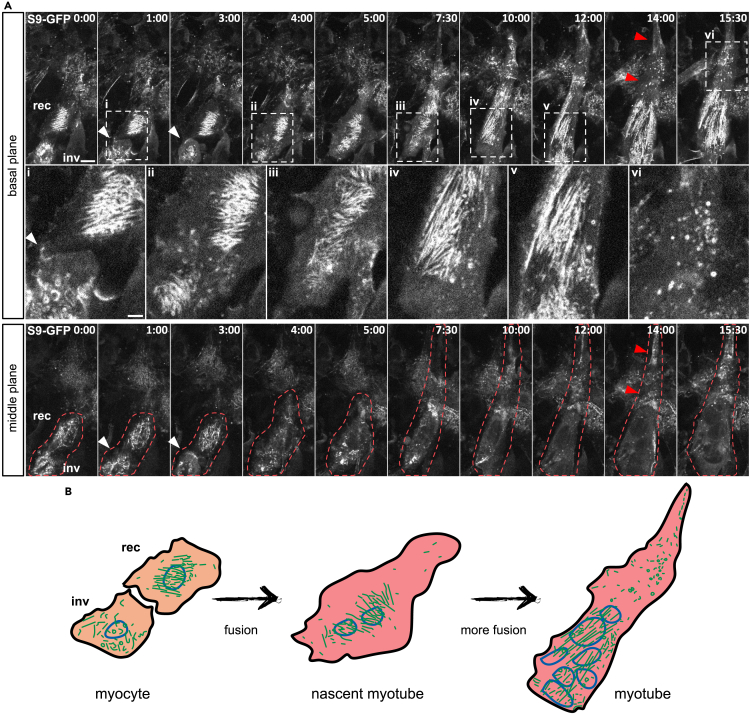
Septin9 reorganization during fusion in Septin9-GFP C2C12 cells (A) Representative snapshots from a live cell confocal experiment representing the basal and the middle plane of fusing Septin9-GFP C2C12 cells. Acquisition started 72 h after onset of myogenic differentiation, time in hours:minutes. Magnified insets show Septin9-GFP organization in the boxed area of the myotube. White arrow heads show Septin9-GFP at the leading edge of a lamellipodium. Red arrow heads show absence of Septin9-GFP in the distal part of a nascent myotube. (B) Schematic representation of a fusion event between to myocytes and the further maturation of the nascent myotube with according changes in septin morphology at several representative time points. Scale bar 10μm, insets 5 μm. inv-invading cells, rec-receiving cell.

Video S2. Basal plane confocal imaging of fusing Septin9-GFP C2C12 cells, related to Figure 5

Video S3. Middle plane confocal imaging of fusing Septin9-GFP C2C12 cells, related to Figure 5

## Discussion

The role of the septin cytoskeleton in the context of cell differentiation remains poorly understood. In our study, we have utilized myogenic differentiation as a paradigm and have demonstrated that septin structures are involved in modulating the pace of myogenic commitment. Furthermore, we have observed a profound reorganization of septin filaments during the transition from cycling myoblasts via fusion-competent myocytes to myotubes.

Our study highlights the expression of septin genes throughout the course of muscle regeneration and *in vitro* myogenic differentiation in C2C12 cells and primary myoblasts. Here, septin paralogues we found and their expression dynamics are generally in agreement with the ones reported by Gönczi et al.^11^ in juvenile and adult mouse muscles and C2C12 cells. Among these genes, we identified two core sets of myogenic septins consisting of the highest expressed paralogs, Septin2, 7, and 11 in quiescent MuSCs and Septin2, 7, 11 and 9 in all other sub-populations of MuSCs following injury. This suggests that quiescent and activated MuSCs may use a different set of septin protomers. Quiescent cells may rely on hexamers (Septin7-11-2), while cells that entered the cell cycle may require a more complex arrangement involving octamer-based heteromeric complexes (Septin9-7-11-2). Although, septins are believed to organize as paired octamer-based filaments at the interface between actin filament and plasma membrane,^32^ hexamer-based functions cannot be excluded and Septin9-positive and Septin11-positive filaments were reported to coexist in the cell during cell division.^45^ The protein expression and sub-cellular organization of different myogenic core and other septin paralogues in myogenic cells remain to be validated in future experiments.

Additionally, we reported on potentially regulatory septin paralogs, such as Septin4 and Septin6, which have been described as highly regulated differentially expressed genes in differentiating C2C12 cells.^46^ The exclusive upregulation of *Septin4* in the late commitment and fusion stages may signify a response to increased apoptotic resistance in mature myotubes,^47^^,^^48^^,^^49^ possibly involving the pro-apoptotic Septin4 splice variant Arts.^50^ The expression of *Septin6* in dividing MuSCs during muscle regeneration and its rapid downregulation during *in vitro* myogenic differentiation imply a particular function of this septin paralog during myoblast cell division. Other less abundant myoblast septins, including Septin5, 8 and 10 may play redundant roles, fine-tune septin filament composition, or as well engage in core filament-independent functions.

During early myogenic differentiation, proteins such as class II non-muscle myosins (NMIIA and NMIIB) and unconventional myosin VI (MVI, *Myo6*) have been reported to be expressed in myoblasts and to be subsequently downregulated.^37^ These proteins play crucial roles in regulating the progression of differentiation and fusion by modulating cytoskeletal organization.^41^^,^^51^^,^^52^ Specifically, depletion of MVI has been shown to induce alterations in cytoskeleton organization, cell adhesion, and promote fusion events in myoblasts derived from Snell’s waltzer mice, which exhibit a natural MVI knockout.^51^^,^^52^ It is noteworthy that core septins are known to interact with NMIIA, NMIIB and MVI in non-myogenic contexts.^21^^,^^53^^,^^54^ The shared expression pattern of septin paralogues and non-muscle myosins further support the notion that they likely participate in the regulation of myogenic differentiation.

Septin9 showed a distinct downregulation during regenerative myogenesis and *in vitro* myogenic differentiation and was used as a marker to track organizational changes during this dynamic process. Myoblasts express Septin9 which integrates into septin filaments, decorating contractile actin fibers within the basal plane of the cells. Upon the initiation of myogenic differentiation a notable reorganization and disassembly of Septin9 structures from actin filaments were observed in a subset of Myogenin-positive cells. Septins formed thin, curvy rods and rings, seemingly dissociated from actin. Upon fusion into myotubes, filament-like septin structures were observed in the basal perinuclear region, with a notable absence of other filamentous structures. Myotubes lacking pronounced sarcomeric actin organization predominantly exhibited actin-independent, curvy septin structures within the basal plane. However, mature myotubes displayed sporadic areas of septin remnants, primarily consisting of short, curvy rods and rings. As myotubes matured, basal septin structures increasingly diverged from observed in proliferating myoblasts. Various remnants of septin filaments were observed within 1 μm from the plasma membrane, while the remainder of the myotubal sarcoplasm contained septin rings and membrane-associated structures.

The alterations in septin filament organization can potentially be attributed to several factors, including the prevailence of splice variants, competition with actin-binding proteins, and changes in the affinity between septins and their interaction partners. The presence of differentially spliced isoforms of Septin9 within the octamer has been shown to influence subcellular localization and filament organization shifting from long to short filaments.^32^^,^^36^^,^^55^^,^^56^ Therefore, understanding the expression profile of Septin9 isoforms could provide insights into the isoform-specific regulation of filament integrity during myogenesis. Furthermore, Septin9 may face competition by myogenic actin-binding proteins such as skeletal myosins and actinins. Notably, throughout *in vitro* myogenesis Septin9, did not exhibit colocalization with α-actinin (Figure S5), which is involved into sarcomere formation and undergoes expression changes during myogenic differentiation.^57^

The initial reorganization of septin structures corresponds temporally with an observed increase in actin staining, coinciding with the emergence of aligned postmitotic pre-fusion myoblasts expressing skeletal myosin II.^37^^,^^41^ This actin remodeling during early myogenic differentiation facilitates crucial cellular changes, including myoblast migration, alignment and adhesion.^5^^,^^58^ The observed reorganization of Septin9 structures during early differentiation now underscores the involvement of septins in this process. While, septin assembly and cytoplasmic appearance can change during the migration of various cell types such as epithelia, fibroblasts, lymphocytes, neurons (reviewed in^17^) and myoblasts,^12^ the disassembly of Septin9 from actin observed in our study at the onset of differentiation does not parallel migration processes. The reduced association of Septin9 with actin during differentiation may be explained by shifts in septin affinity toward microtubules or the plasma membrane.^36^^,^^59^^,^^60^^,^^61^^,^^62^ While septins only occasionally colocalize with microtubules in myoblasts and myotubes (Figure S8), they may translocate to the plasma membrane, moving away from the sarcomeric machinery and toward the increasingly dynamic cell surface of committed, fusion-competent progenitors.^63^^,^^64^

The distinct distribution pattern of septins within myotubes poses several intriguing questions. It will be important to elucidate temporal dynamics underlying the formation of septin rings observed within the sarcoplasm, discerning whether they emerge at the onset of differentiation or persist over subsequent days. Additionally, it will be crucial to understand the relationship between Septin9 remnants in the subsarcolemmal space and regions of myotube-substratum adhesion, as well as to determine if their association with the non-sarcomeric muscle cytoskeleton is essential for internal myotube architecture.^65^^,^^66^^,^^67^ Previous research by Gönczi et al. highlighted the co-localization of Septin7 with mature t-tubules and suggest a role in adult muscle architechture.^11^ Whether Septin9 is incorporated into these mature structures, and their composition, warrant investigation. Moreover, exploring the interaction between sarcomeric septin structures and the non-sarcomeric cytokskeleton, as well as the potential role of septins in myofibrillogenesis pose further questions.

Our study reveals a temporary increase in myogenicity following Septin9 depletion during early myogenic differentiation in both C2C12 cells and primary myoblasts. This contrasts with prior studies demonstrating deleterious effects of Septin7 depletion on myogenic differentiation in C2C12 cells.^11^ The discrepancy in outcomes may stem from impaired progression through cell division upon depletion of either Septin9 or Septin7. Septin2, 7, 9 and 11 are integral to cell division,^68^^,^^69^^,^^70^ with few exceptions such as certain hematopoietic cells that employ septin-independent mechanisms for cytokinesis (reviewed in^71^). Notably, Septin7 depletion abolishes the formation of any septin structures, leading to cytokinetic failure and a spectrum of cellular defects, as evidenced by previous research.^11^ This disruption in cell pool expansion and viability likely contributes to the observed effect on myogenic differentiation.^11^ Conversely, Septin9 has been shown to be essential for the late stage of cytokinesis in HeLa and MDCK cells.^68^^,^^69^^,^^70^ Surprisingly, we did not observe cytokinetic defects upon Septin9-depletion in C2C12 cells and primary myoblasts, consistent with similar finding in murine fibroblasts, where Septin9 depletion resulted in a minor increase in polynucleation but had no impact on cell proliferation.^31^ Although robust depletion of Septin9 results in a significant reduction in Septin9 expression and the absence of Septin7 and Septin2-based structures (Figure S9), cells may potentially overcome cytokinetic defects by utilizing the remaining levels of Septin9 or by transitioning to a hexamer-based protofilament.

Furthermore, the discrepancy in observed outcomes may potentially be attributed to alterations in migratory phenotypes resulting from Septin9 or Septin7 depletion. Inhibition of myoblast migration has been demonstrated to enhance myoblast fusion and, consequently, could potentially influence differentiation.^72^ As demonstrated by Gönczi et al., Septin7 depletion enhances myoblast migration, providing support for the decline in myogenic differentiation in Septin7-deficient myoblasts.^11^ Septin9 has previously been implicated in enhancing migration in renal and mammary epithelial cells.^42^^,^^73^^,^^74^ Additionally, Farrugia et al. reported paralogue-specific differences in melanoma cells undergoing ameboid migration, where Septin9, but not Septin7 influenced the migration phenotype.^75^ However, we have not investigated the migration of Septin9-deficient myoblasts, leaving this aspect to be elucidated in future studies.

Due to their ability to break symmetry in cells,^76^ septins are believed to affect the balance between self-renewal and differentiation or the mode of stem cell division (symmetric or asymmetric).^77^ In hematopoietic stem cells, Septin7 plays a critical role by compartimenatlizing cytoplasmic cell polarity markers like Cdc42 and Borg4, thereby regulating the potential for hematopoietic differentiation.^78^ Moreover, Septin7 is involved in the maintainance of the motor protein Kif20a at the intracellular bridge of neuronal progenitor cells (NPCs). This involvement suggests a role in controlling the inheritance of neuronal cell fate determinants by daughter cells. The depletion of Septin7 leads to premature neuronal differentiation, disrupting the balanced regulation of asymmetric cell division.^79^^,^^80^ These findings raise the possibility that transit-amplifying cells, such as myoblasts, may also possess a limited capacity of asymmetric division, or a similar mechanism of cell fate decision tied into the balance between proliferation and differentiation. Recent research has revealed that in myotubes derived from C2C12, Septin7 interacts with Numb, another cell fate determinant.^14^ Therefore, it is possible that septin complexes may compartmentalize cell fate determinants in myogenic cells through a mechanism resembling neuronal or hematopoietic progenitors. It is conceivable that the role of septins in cell fate determination is conserved across different cell types.

In summary, we show that the septin cytoskeleton is an additional layer of regulation controlling the progression of myogenic differentiation. We propose that the controlled reorganization of septin structures is instrumental in transitioning from an undifferentiated, proliferative myoblast state to a fusion-competent terminally differentiated state.

### Limitations of the study

A potential limitation of the study lies in the challenge of untangling the mutually instructing nature of septin-actin interactions. Our *in vitro* data show changes in expression of septin paralogs, which are preceded by morphological changes in the organization of septin filaments. This process may potentially coincide with actin reorganization. Since septins are known to regulate actin stability, bundling and organization, the observed effect of septin depletion might exert its myogenic regulation through impaired actin function.^56^^,^^81^

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Mouse monoclonal anti-MF20, dilution IF 1:100, WB 1:500	DHSB	Cat# MF 20; RRID:AB_2147781
Mouse monoclonal anti-Myog, dilution WB 1:100	Santa Cruz	Cat# sc-12732; RRID:AB_627980
Mouse monoclonal anti-Myog, dilution IF 1:100	DHSB	Cat# F5D; RRID:AB_2146602
Mouse monoclonal anti-Vinculin, dilution WB 1:1000	Sigma-Aldrich	Cat# V9131; RRID:AB_477629
Mouse monoclonal anti-Actinin-2, dilution IF 1:500	Sigma-Aldrich	Cat# A7811; RRID:AB_476766
Mouse monoclonal anti-Actin beta, dilution WB 1:5000	Sigma-Aldrich	Cat# A5441; RRID:AB_476744
Mouse monoclonal anti-alpha Tubulin, dilution IF 1:500	Cell Signaling	Cat# 3873; RRID:AB_1904178
Rabbit monoclonal anti-Gapdh, dilution WB 1:2000	Cell Signaling	Cat# 2118, RRID:AB_561053
Rabbit polyclonal anti-Septin9, dilution IF 1:500, WB 1:2500	Homemade; Kind gift from Prof. Dr. M. Krauss^82^	N/A
Rabbit polyclonal anti-Septin2, dilution IF 1:500	Sigma-Aldrich	Cat# HPA018481, RRID:AB_1856684
Rabbit polyclonal anti-Septin7, dilution IF 1:500	IBL America; Kind gift from Prof. Dr. Helge Ewers	Cat# IMB-18991, RRID:AB_10700085
Rabbit polyclonal anti-GFP, dilution IF 1:1000	Abcam	Cat# ab6556, RRID:AB_305564
Mouse monoclonal anti-GFP, dilution IF 1:100, WB 1:100	Santa Cruz	Cat# sc-9996, RRID:AB_627695
Polyclonal goat anti-mouse IgG (H+ L), dilution WB 1:5000	Dianova	Cat# 115-035-068, RRID:AB_2338505
Polyclonal goat anti-rabbit IgG (H+ L), dilution WB 1:5000	Dianova	Cat# 111-035-144, RRID:AB_2307391
Polyclonal goat anti-rabbit IgG (H+ L) AF488, dilution IF 1:400	Thermo Fisher Scientific	Cat# A-11034, RRID:AB_2576217
Polyclonal goat anti-rabbit IgG (H+ L) AF594, dilution IF 1:400	Thermo Fisher Scientific	Cat# A-11012, RRID:AB_2534079
Polyclonal goat anti-mouse IgG (H+ L) AF488, dilution IF 1:400	Thermo Fisher Scientific	Cat# A-11001, RRID:AB_2534069
Polyclonal goat anti-mouse IgG (H+ L) AF594, dilution IF 1:400	Thermo Fisher Scientific	Cat# A-11005, RRID:AB_2534073

**Bacterial and virus strains**		

DH5α Chemically Competent E. coli	Our lab	N/A

**Chemicals, peptides, and recombinant proteins**		

Phalloidin CruzFluor™ 594 Conjugate, dilution IF 1:600	Santa Cruz	Cat# sc-363795
Phalloidin CruzFluor™ 647 Conjugate, dilution IF 1:600	Santa Cruz	Cat# sc-363797
Fetal Bovine Serum (FBS)	PAN Biotech	Cat# P30-1302
Horse serum (HS)	Gibco, Thermo Fisher Scientific	Cat# 16050122
Recombinant Human FGF-basic (154 a.a.)	PeproTech	Cat# 100-18B
Matrigel® Basement Membrane Matrix, LDEV-free	Corning	Cat# 354234
Chick Embryo Extract	LSP	Cat# MD-004D-UK
Lipofectamine RNAiMAX	Thermo Fisher Scientific	Cat# 13778150
Luna® Universal qPCR Master Mix	New England BioLabs	Cat# M3003L
M-MuLV reverse transcriptase enzyme	New England BioLabs	Cat# M0253S
Collagen I, rat tail	Gibco, Thermo Fisher Scientific	Cat# A1048301

**Critical commercial assays**		

WesternBright Quantum kit	Advansta	Cat# K-12042-D10
NucleoSpin RNA isolation kit	Macherey-Nagel	Cat# 740955.250
NEBuilder® HiFi DNA Assembly Cloning Kit	New England BioLabs	Cat# E5520S

**Deposited data**		

Bulk mRNASeq upon Septin9 depletion in C2C12 and primary myoblasts	This manuscript	GSE272316

**Experimental models: Cell lines**		

C2C12 cells	ATCC	CRL-1772
Septin9-eGFP C2C12 cells	This manuscript	Available upon request
Primary mouse myoblasts, hindlimbs, 5weeks old	This manuscript	N/A

**Oligonucleotides**		

ON-TARGETplus Non-targeting Control siRNA #1	Dharmacon	Cat# D-001810-01-50
ON-TARGETplus Mouse Septin9 siRNA, CCAACGGCATTGACGTGTA	Dharmacon	Cat# J-048947-11-0050
Primers Real-time PCR, Table S1	ordered at Thermo Fisher Scientific	N/A

**Recombinant DNA**		

pSpCas9(BB)-2A-GFP (PX458)	Addgene	Cat# 48138; RRID:Addgene_48138

**Software and algorithms**		

Prism (v9.3)	GraphPad Software	https://www.graphpad.com/scientific-software/prism/
NEBuilder Assembly Tool	New England BioLabs	https://nebuilder.neb.com/#!/
R (v4.0.5)	R Core Team	https://www.r-project.org/
Fiji	Schindelin et al.^83^	https://imagej.net/

**Other**		

μ-Slide 8 Well	Ibidi	Cat# 80826

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Petra Knaus ().

#### Materials availability

This study did not generate new unique reagents. Septin9-GFP C2C12 cell line used in this study is available upon reasonable request.

#### Data and code availability

• Data reported in this paper will be shared by the lead contact upon reasonable request.
• Bulk mRNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession number is listed in the key resources table.
• This paper does not report original code.
• Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon reasonable request.

### Experimental model and study participant details

#### Mouse cell lines

C2C12 were obtained from American Type Culture Collection (ATCC) and not used beyond passage 25. C2C12 and Septin9-GFP C2C12 cell lines (generation is described below) were cultured in Dulbecco’s Modified Eagle’s Medium (DMEM) containing 4.5 g/L D-glucose and phenolred (PAN Biotech), supplemented with 10% FBS, 2 mM L-glutamine and penicillin (100 units/mL) / streptomycin (100 μg/mL) (C2C12 full medium) in a humidified atmosphere at 37°C and 10% CO_2_ (v/v). To induce differentiation in C2C12 cells, proliferation medium was removed and replaced with differentiation medium: DMEM containing 4.5 g/L D-glucose and phenolred, 2% HS (Gibco), 2 mM L-glutamine and penicillin (100 units/mL) / streptomycin (100 μg/mL). Primary myoblasts were cultured in DMEM containing 4.5 g/L D-glucose, phenolred and stable L-glutamine, supplemented with20% FCS, 10% HS, 2.5 ng/ml recombinant human bFGF (PeproTech), 0.5% chicken embryo extract (LSP) (myoblast proliferation medium) in a humidified atmosphere at 37°C and 5% CO_2_ (v/v). To induce differentiation in primary myoblasts, proliferation medium was removed and replaced with differentiation medium: high glucose DMEM, 5% HS and penicillin (100 units/mL) / streptomycin (100 μg/mL).

### Method details

#### Primary myoblast isolation

Mice were kept in accordance with European Union and German legislation under the license number ZH120. Skeletal muscle progenitors were isolated from hindlimbs of 5 weeks old mice as described in.^84^ In brief, muscles were minced and digested with 2.5 mg/ml collagenase A (Roche) for 1 h at 37°C. Cells were centrifuged at 300 g for 5 min and supernatant was removed. Cell pellet was resuspended in myoblast proliferation medium containing 20% FCS, 10% HS, 2.5 ng/ml recombinant human FGFb (Peprotech), 0.5% chicken embryo extract (LSP). The pellet was placed on Matrigel (Corning) coated plates (working concentration of 0.9 mg/ml) where myoblast migration from the minced myofibers was observed on day 3 of culture. At that point, cells were trypsinized and plated for 1 h on type I rat tail collagen (working concentration 0.1 mg/ml) (Corning) coated plates for removal of fibroblastic and non-myogenic cells. Next, medium containing non-attached cells was collected and placed on Matrigel coated plates for expansion of the myoblast culture.

#### Transient transfection with siRNA

Septin9 was silenced in C2C12 using one round of 48h knock-down with 50 nM siRNA, purchased from Dharmacon. Cells were transfected with either scrambled (non-targeting #1) siRNA or Septin9 siRNA (J-048947-11-0050 ONTARGETplus) with Lipofectamine-iMAX (ThermoFisher Scientific) according to the manufacturer’s instructions. In brief, 150.000 cells / 6cm-dish were seeded in 2 ml antibiotic-free medium. On the following day, siRNA – Lipofactamine mix was prepared in Opti-MEM™ - Reduced Serum Medium (ThermoFisher Scientific) and incubated for 20 min. Cells were washed with PBS once and 1.7 ml Opti-MEM™ was added. Next, 300 μl transfection mix was added dropwise to the cells (calculated for total 4 ml transfection medium), effectively increasing the siRNA concentration to 100 nM for the first 5 hours. Subsequently, after 5h 2 ml 20% FCS antibiotic-free medium was added. 24 h later the cells were trypsinized, re-plated for the experiment and the medium was replaced with full proliferation medium. All experiments were performed 48 h after siRNA transfection. Primary myoblasts were handled at recommended densities^84^ and transfected in 3.7 ml full myoblast proliferation medium and 300 μl Opti-MEM/siRNA mix. 24 h later cells were re-plated for the experiment and the medium was exchanged for fresh proliferation medium.

#### SDS-PAGE & western-blotting

For sodium dodecyl sulfate polyacrylamide gel-electrophoresis (SDS-PAGE), treated cells were trypsinized, washed with PBS, and lysed for 15 minutes on ice in RIPA light lysis buffer (25 mM Tris, 150 mM NaCl, 0.1 % SDS, 0.5 % IGEPAL (v/v)), supplemented with protease inhibitor cocktail (Roche) and 1mM PMSF. The lysates were then passed through a 20-gauge syringe and cleared by centrifugation at 11000g for 15 minutes at 4°C. Protein concentration was measured using the BCA test (Thermo Fisher Scientific). Lysates were denatured in Laemmli buffer for 5 minutes at 95°C. 10% polyacrylamide gels were cast in advance and stored at 4°C until use. For each sample, 10-30 μg of protein were separated by molecular weight. Proteins were transferred onto nitrocellulose membranes via Western blot. Membranes were blocked for 1 hour in 0.1% TBS-T containing 5% w/v skim milk, washed three times in 0.1% TBS-T and incubated with primary antibodies overnight at 4°C. Primary antibodies were applied in 3% w/v bovine serum albumin (BSA)/fraction V in TBST. For HRP-based detection, goat-α-mouse or goat-α-rabbit IgG HRP conjugates (± 0.8 mg/ml) were used in 3% TBST. Chemiluminescent reactions were processed using WesternBright Quantum HRP substrate (Advansta) and documented on a FUSION FX7 digital imaging system.

#### Generation of a eGFP-Septin9 knock-in C2C12 cell line

Endogenous tagging of the Septin9 C-terminus with meGFP was achieved via CRISPR/Cas9.^85^ In brief, the primers 5′-AAACCTGGACCCCACCCCCAGATC-3` and 5′- CACCGATCTGGGGGTGGGGTCCAG-3′ were annealed and cloned in the px458- pSpCas9(BB)-2A-GFP (Addgene, #48138) using the BpiI restriction site to generate a guide RNA. In a second (“donor”) vector the expression cassette was exchanged with the coding sequence (CDS) of meGFP inserted between two homology regions (HR) consisting of original genomic sequences ∼ 1000 bp upstream (5′HA) and ∼1000 bp downstream (3′HA) of the Septin9 stop codon, separated by a Gly-Ser-Gly-Ser-Gly linker (L). Stop codon of the Septin9 was removed on the donor vector. Design and cloning of the donor vector was performed with the NEBuilder assembly tool and NEBuilder HiFi DNA assembly cloning kit, respectively, according to the manufacturer instructions. C2C12 cells were transfected with px458-pSpCas9(BB)-2A-GFP and donor vector. 72h later GFP-expressing C2C12 cells were sorted into 96-well plates at the density of 1 cell per well, using a fluorescence-activated single cell sorter (BD FACSAriaII SORP (BD Biosciences) at MPI-MG Berlin). Growing colonies were expanded and tested for the expression of Septin9-eGFP by immunofluorescence and Western blotting using anti-Septin9 and anti-GFP antibodies. The expression of Septin9-eGFP in selected clones was further validated by siRNA-mediated depletion of Septin9 and immunocytochemistry.

#### Immunocytochemistry

C2C12 cells seeded on 8 μ or 18 μ Ibidi chambers or 12 mm cover slips were fixed with 4% PFA in PBS for 15 minutes at RT and washed two times with PBS. Permeabilization with 0.5% Triton X-100 in PBS was done for 20 minutes, subsequently cells were blocked with blocking solution (5% normal goat serum, 3% BSA in PBS) for 1 hour. Primary antibodies were incubated in the blocking solution for 1 h at RT or overnight at 4°C, excess of antibody was removed with three washing steps of 5 minutes with 3% BSA in PBS. Incubation with secondary antibodies was carried out in blocking solution for 1 h at RT with three subsequent washing steps. Finally, cells were incubated for 5 minutes with 1 μg/mL of DAPI in PBS and washed with water. 18 μ Ibidi chambers were left in PBS, coverslips were mounted on microscope glass slides with FluoromountG (Invitrogen) or Prolonged Gold (for STED microscopy).

#### Confocal & STED microscopy

Confocal and STED data of fixed C2C12 cells were acquired with the Expert Line STED Microscope from Abberior. Confocal images of Septin9-GFP C2C12 cells were acquired using 485 nm (20% laser power) and 640 nm excitation (20% laser power). STED images were acquired using 561 nm excitation for ATTO 594 (20% laser power) and 640 nm excitation for a 775 nm STED laser at 10% laser power was used to deplete both dyes.

#### Live cell microscopy

Live cell imaging was performed in differentiation medium without phenolred at 37°C and 5% CO2. Confocal live cell imaging of Septin9-eGFP cells was performed on a spinning disk Nikon Eclipse Ti microscope (Yokogawa CSU-X1 and EMCCD Camera), operated by NIS-Elements software, with a 40x air objective (0.75 NA). Imaging was initiated 72 h after medium change, and was carried overnight, with a frame rate of 30 minutes. Pictures were acquired within two z-planes that were set at the beginning by focusing on septin fibers and 0.5 μm above, and kept by an autofocus system. TIRF live cell imaging was conducted with a Nikon Eclipse Ti microscope (illumination: TIRF laser 488, prime95B sCMOS camera) operated by Micromanager, using a 60x oil objective (1.49 NA). Imaging was initiated after medium change, and was carried overnight, with a frame rate of 30 minutes.

#### Image analysis & semi-automated quantification with Fiji

For Figure 3 at least 3 independent experiments with 3 technical replicates from the 8 μ Ibidi chamber slide were performed. Tile scans of 6.4 (4x4) or 3.6 (3x3) μm^2^ were produced by stitching together images automatically acquired around a chosen point with 20x objective. Four to five tile scans were acquired per condition. The progress of myogenesis was quantified by counting nuclei within and outside of myotubes using a custom-written Fiji macro. Both myotubes and nuclei were fluorescently labeled (MF20 and DAPI), and a Gaussian blur with a sigma radius of 1 pixel was applied to smooth the color channels. The Otsu-based thresholding method was employed to separate the nuclei from the background, and a watershed algorithm was utilized to segment touching nuclei. Morphological operations including despeckle, 4x dilate, close, fill holes, and 3x erode were performed on the stained myotubes to address any irregularities. Additionally, touching myotubes were segmented using a watershed algorithm. The processed myotube channel was used to define regions of interest (ROIs), and the number of nuclei was counted for each myotube within these defined regions. To quantify the total number of nuclei, both within and outside of the myotubes, Fiji’s Particle Analyzer was employed.^83^ To ensure the accuracy of the analysis, a composite image combining the fluorescence channels of the myotubes and nuclei was generated. The outlines of the analyzed myotubes and nuclei were overlaid on this image, allowing for manual validation of the analysis quality.

#### Quantitative real-time PCR

Myogenic differentiation experiments with C2C12 and primary myoblasts were initiated by a medium change for serum-reduced differentiation medium after cells reached 90% confluency. For sample collection, cells were rinsed twice with PBS and lysed in 350 μl RA1 buffer (RNA extraction kit), supplemented with 1% β-mercaptoethanol, stored at -80°C until further processing. Cellular RNA was isolated using the NucleoSpin RNA isolation kit (Macherey-Nagel, Düren, Germany) according to the manufacturer’s instructions. 1 μg total RNA was reversely transcribed by incubation with random primers (100 pmol μL^–1^, Invitrogen, Carlsbad, USA) and M-MuLV reverse transcriptase enzyme (200,000 U mL^–1^, New England Biolabs, Ispwich, USA) was added per sample. RT-PCR was performed using a StepOnePlus Real-Time PCR System (Thermo Fisher Scientific) with specific primers (Table S1). Reactions were performed in triplicates in MicroAmp Optical 96-well reaction plates (Thermo Fisher Scientific) using Luna PCR Master Mix (New England Biolabs). Fold induction was calculated by comparing relative gene expression to the housekeeping gene 18S RNA using the ΔΔCT method.^86^

#### Single-nucleus RNA-sequencing data analysis

Single-cell sequencing data was retrieved from the Gene Expression Omnibus (GSE138826) as a pre-annotated data frame containing RNA counts values. Data was first log-normalized using a scale factor of 10^4^. The top 2000 variable genes were identified by the *FindVariableGenes()* function using the default settings. Centering and scaling of the data using a linear regression model was then performed on the previously identified 2000 variable features. For clustering, a shared nearest neighbor graph was constructed using the first 25 principal components (PCs). Louvain clustering was performed with the clustering resolution set to 0.5. Overall cluster annotation was available in the data frame retrieved from GEO.

#### Subclustering of single-cell sequencing data

Cells attributed to “MuSC” were selected and the resulting subgroup of cells was scaled and a shared nearest neighbor graph was constructed using the first 10 principal components (PCs). Louvain clustering was performed with the clustering resolution set to 0.4. Subclusters were annotated based on expressed marker genes. The top three marker genes upon which cell identities were assigned are as follows: quiescent cells are marked by Pax7, Sdc4, and Spry1; activated cells by Pax7, Islr, and Itm2a; dividing cells by Top2a, Cdk1, and Pax7; and differentiated cells by Myog, Ttn, and Myl4. Notably, 2 clusters did not express essential myogenic markers and were therefore excluded for further analysis. Similar to the original publication, we identified a cluster of immuno-myoblasts (expression of C1qa) that we did not display for enhanced comprehensiveness of our plots.

#### RNA-seq library preparation and sequencing

40.000 cells/cm^2^ cells were seeded in a 12 well plate 24 hours after Septin9 knockdown in full myoblast proliferation medium from two independent experiments. Cells were expanded for 24 hours (total 48 hours after knockdown). Primary myoblasts were lysed, and C2C12 cells differentiated for 12 hours and then lysed. RNA was isolated according to the manufacturer instructions (NucleoSpin RNA isolation kit (Macherey-Nagel)). 500ng RNA was sent for sequencing to Genewiz, Leipzig, Germany.

#### RNA-seq data analysis

Paired-end, 300-bp reads from Illumina sequencing were mapped to the GRCm38.p6 reference genome with STAR (v2.7.2b)^87^ and default settings using the Galaxy platform.^88^ Raw count matrices were built using featureCounts (v2.0.1) with a GTF annotation file for GRCm38 from Gencode (vM15).^89^ Subsequently, batch effects in the resulting raw count data were modeled with ComBat-Seq^90^ and gene expression was quantified using DESeq2^91^ on wild-type versus knock-down samples with batch effects removed on the ComBat-Seq adjusted count matrices. Gene ontology enrichment analysis was performed with Enrichr.^92^ Subsequent data visualization was performed in R (v4.1.1) using the pheatmap,^93^ ggplot2,^94^ ggrepel,^95^ and dplyr^96^ packages.

### Quantification and statistical analysis

All data are derived from at least three independent experiments (except RNA-seq) and are represented as means± standard deviation (SD). Statistical tests were performed using GraphPad Prism (v9.3) software. All statistical tests are listed in the figure legends. Datasets were tested for normality with the Shapiro-Wilk test. Two tailed student’s t-test was used to compare between two conditions. Whenever comparing more than two conditions, the one-way ANOVA and Dunnett post hoc test were used to check for statistical significance under the normality assumption. The level of significance is indicated in the figures by asterisks (∗P < 0.05; ∗∗P < 0.01; ∗∗∗P < 0.001; ∗∗∗∗P < 0.0001).

How the deposited data were processed for this re-analysis (not part of the article)

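RNA from C2C12 cells at 12 h of differentiation, 60 h after transfection, and from proliferating primary myoblasts, 48 h after transfection, was sequenced after transfection with a non-targeting or a Septin9 siRNA, with 2 replicates per condition and 8 samples in all. The authors mapped paired-end reads to GRCm38.p6 with STAR, counted reads per gene with featureCounts and deposited the raw counts of all 8 samples without normalization. For each cell type the authors also deposited a normalized signal, in which batch effects between the independent experiments were modelled with ComBat-Seq and the adjusted counts were divided by the size factors of DESeq2. Every value of these normalized tables was a whole multiple of the smallest value of its sample, in 100% of values, so the batch-corrected whole counts were recovered from them. The paper's text names Gencode as the annotation, whereas 100% of the gene names are RefSeq symbols of GRCm38.p6 and 75.8% are symbols of GENCODE release 21. The paper names a different Gencode release, with which the gene names were not compared.

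Samples were assigned to cell type, siRNA and replicate by their labels, and no column with values was left unassigned. The raw counts hold 16 broken lines, on which 5 genes (Dst, Huwe1, Mycbp2, Neb and Syne1) are split, and these were left out, which leaves 42391 gene entries. Of these, 2379 are named as a further copy of another listed gene. Between 20898611 and 26869868 reads were counted per C2C12 sample (median 22101367) and between 21133806 and 27223414 per primary myoblast sample (median 23937337). The precision rests on 2 replicates per condition, and counting error was not separated from the variation between them.

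Each cell type was analysed alone in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, counts were scaled by TMM, and Septin9-deficient and control samples were compared by the quasi-likelihood test with the replicate number as a block, because the paper's methods state independent experiments and remove their batch effect. The pairing comes from the replicate numbers in the sample labels. P-values were adjusted by the Benjamini-Hochberg method, and DEGs had an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.585, the paper's thresholds. Standard errors were derived from the fold change and the F statistic. CPM are normalized with TMM, and the log2 ratio of a replicate pair was taken from log2 CPM with a prior count of 2. Shared DEGs were compared with chance by a two-sided Fisher's exact test over the genes tested in both cell types, and differences between the cell types by the interaction term of a fit of all 8 samples. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, on the edgeR counts.

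The siRNA seed was examined with the sequence after the coding sequence of each gene in GENCODE release 21 on GRCm38, at least 20 bases long, which 12311 tested genes had in C2C12 cells and 13236 in primary myoblasts. The guide strand was taken as the reverse complement of the stated siRNA sequence. For each heptamer found in at least 20 genes, the median log2 fold change of genes with it was compared with that of genes without it, Septin9 left out, and the heptamers were ranked by this difference.

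Genes named in the text are Septin9, the other septins, the genes the paper names for the RNA-seq, and for each cell type the 5 upregulated and 5 downregulated DEGs with the largest log2 fold changes among those that changed the same way in both replicate pairs. Other genes are stated to be chosen after their values were seen. The alternatives tried were RLE size factors or library size alone, no filter or at least 10 counts in every sample, no replicate block, DESeq2 1.42.0 with the block, ComBat-Seq of sva 3.50.0 followed by DESeq2, DESeq2 on the deposited batch-corrected counts, all 8 samples in one fit, no fold change threshold, a TREAT test against a 1.5-fold change, an adjusted p-value of 0.01, fry in place of camera, and each replicate pair left out in turn. Leaving out the further copies of genes, and an offset for GC content and gene length in the fit with the replicate block, were added after the data were examined. The ComBat-Seq counts computed from the raw counts equalled the deposited ones in 96.5% of values in C2C12 cells and 95.7% in primary myoblasts. A value is the count of a gene in a sample. All 42391 gene entries are included, also those without counts, which are equal in any case.

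The fits were tested on simulated data, with counts drawn from the means and library sizes of the real samples and 200 genes changed. The fit with the block recovered 99.5% of the changed genes among 15770 in C2C12 cells, with 2.93% of calls false, and 99% among 16851 in primary myoblasts, with 2.46% false, while the fit without the block called no gene. In the simulation of heptamers, 20 of 20 planted heptamers ranked first. The planted decrease was larger than the differences found for the seed match, so a rank at their size was not tested. In a run with nothing planted, 3 heptamers fell below a limit that is lower than both differences. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps. Gene ontology terms, qPCR, imaging and single-cell data were left out, since the deposited counts do not contain them.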

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

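The comparison of all heptamers for the guide strand was set before the data were examined, while the tests of the passenger strand, of length and GC content, and of the gene lists were added afterwards, once exploratory results, including the seed match in some downregulated genes, had been seen.

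Genes that carry a match to the seed of the Septin9 siRNA were lower after its transfection in both cell types, which the paper does not examine. The match is GACGTGT, the heptamer complementary to positions 2 to 8 of the guide strand. In C2C12 cells 363 of 12310 genes carry it after the coding sequence, and their median log2 fold change differed from that of the other genes by -0.123, the lowest of 16364 heptamers. In primary myoblasts 393 of 13235 genes carry it, with a difference of -0.143, the third lowest of 16371, after CGGCGAC in 58 genes and CGATCGC in 25. The higher of the 2 percentiles was 0.0183. Of the genes with the match 76.6% were lower in C2C12 cells, against 50.0% of those without it, and 68.4% were lower in primary myoblasts, against 48.5%. With the octamer GACGTGTA the difference was -0.21 and -0.23 and ranked lowest in both cell types. With the hexamer ACGTGT it was -0.06 in C2C12 cells and -0.04 in primary myoblasts, at ranks 2 and 22 of 4096. The heptamer ranked 1 and 2 over the whole transcript, and 1 and 4 without the replicate block.

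The downregulated DEGs held more matches than their background. In C2C12 cells 22 of 95 carried the match (two-sided Fisher's exact test, p = 3.29e-14), and in primary myoblasts 18 of 43 (p = 6.76e-17, same exact test), where the backgrounds held 2.95% and 2.97%. Among the DEGs downregulated in both cell types, 13 of 20 carried it (p = 8.08e-16, same exact test), against 1 of 36 upregulated in both. With the deposited batch-corrected counts and DESeq2, 11 of 16 shared downregulated DEGs and 0 of 15 shared upregulated DEGs carried it. Tfdp1, Cks1b, Get1 and Alg2 are among the genes with the match, and so is Crkl, which was named after its values were seen. Wwtr1 (Taz), whose downregulation in C2C12 cells the paper reports from qRT-PCR, also carries the match. Its log2 fold change was -0.57 in C2C12 cells, short of the threshold for a DEG, and -0.64 in primary myoblasts.

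A seed match of the passenger strand, GCCGTTG, ranked at percentile 36.8 in C2C12 cells and 5.13 in primary myoblasts, so it was not among the lowest 1% in either. Genes with the guide match have longer sequences after the coding sequence (median 2477 against 996 bases in C2C12 cells). Among 10000 random gene lists matched on this length and on GC content, 0 had as low a median in either cell type, a share of 0.0001, the smallest that 10000 lists can give. Length and GC content therefore leave the difference in place. Scaling shifts all genes alike and cannot change a difference of medians. These results are consistent with an off-target effect of the siRNA through its seed on a part of the downregulated DEGs, as a hypothesis. A single siRNA was sequenced, without a second siRNA or a rescue, so an effect of the loss of Septin9 on the same genes cannot be told apart for any one of them, and the orientation of the guide strand was taken from the stated sequence.

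The matches lie outside most of the genes that define the dividing and muscle changes. Without the genes that carry the match, the cell cycle list in C2C12 cells had a median of -0.18 and a camera p-value of 1.77e-14, and the muscle list had camera p-values of at most 1.63e-33 in the 2 cell types. Of the 97 cell cycle genes 95 carry no match, so the removal could hardly move that list, and silencing lowers genes whereas the muscle list rose. Neither comparison is therefore a test of direct silencing of list members. Tfdp1 encodes a partner of E2F factors, so its decrease, with log2 fold changes of -1.03 and -1.26, may act on cell cycle genes indirectly, and the lists without matched genes do not test that.

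Edn1, which the paper does not discuss, was lower in both cell types, with log2 fold changes of -1.22 (standard error 0.22, adjusted p = 0.00157) in C2C12 cells and -1.43 (standard error 0.31, adjusted p = 0.0115) in primary myoblasts from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and lower in both replicate pairs of each. Its expression was low, with 4.80 ± 1.19 CPM (SD, n = 2) in control C2C12 cells and 2.06 ± 0.554 CPM in Septin9-deficient ones, and 2.63 ± 0.415 and 0.967 ± 0.0344 CPM in primary myoblasts. The sequence after its coding sequence has no seed match. Across the alternatives the adjusted p-values of Edn1 ranged from 6.82e-07 to 0.999987 in C2C12 cells and from 0.000188 to 0.999975 in primary myoblasts, and DESeq2 with the replicate block gave 0.134 and 0.386. ComBat-Seq with DESeq2 and the deposited batch-corrected counts gave no adjusted p-value for it in C2C12 cells, and 0.0940 and 0.0945 in primary myoblasts. The GC content and gene length offset barely moved its log2 fold changes, to -1.22 and -1.43, so it does not test these properties for Edn1. None of these fits by DESeq2 called Edn1, and its direction held in each. Noise at low counts was not tested as an explanation, and no biological explanation was tested either.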

How the results depend on the processing

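The alternatives were set before the data were examined, apart from 2 added later, the leaving out of further copies of genes and the offset for GC content and gene length in the fit with the replicate block. The cause was not tested for any change below unless a value is given for it.

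The number of DEGs depended on the handling of the replicates. Without the replicate block there were 0 DEGs in either cell type and 0 shared, with 372 and 378 genes at an unadjusted p-value under 0.05. In simulated data with an added replicate effect this fit called none of 200 changed genes. In the real data 5638 and 4187 genes differed between the replicates, so this fit has little power against the variation between the experiments. Septin9 kept log2 fold changes of -1.35 and -1.21 in this fit and lost its adjusted p-value, at 0.999987 and 0.999975 from edgeR. Under its other alternatives Septin9 kept its direction and its call, from -1.38 to -1.34 in C2C12 cells and from -1.24 to -1.17 in primary myoblasts, and over the replicate pairs from -1.504 to -1.22 and from -1.54 to -0.87.

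In C2C12 cells, where 248 DEGs (131 upregulated, 117 downregulated) were called, DESeq2 with the replicate block gave 100 (38, 62), ComBat-Seq with DESeq2 125 (54, 71), the deposited batch-corrected counts with DESeq2 125 (54, 71), all 8 samples in one fit 83 (29, 54), TREAT 11 (5, 6), no fold change threshold 1068 (417, 651) and an adjusted p-value of 0.01 151 (69, 82). Library size alone gave 311 (195, 116), which moved the share of upregulated DEGs from 52.8% to 62.7%. Under RLE size factors, both filters, the leaving out of copies and the GC content and length offset the number was between 241 and 316. In primary myoblasts, with 542 (491, 51), the corresponding numbers were 226 (195, 31), 332 (287, 45), 330 (285, 45), 378 (330, 48), 30 (28, 2), 854 (676, 178) and 328 (292, 36). RLE size factors gave 260 (225, 35) and library size alone 206 (165, 41), which moved the share of upregulated DEGs from 90.6% to 86.5% and 80.1%. Under the filters, the leaving out of copies and the offset the number was between 524 and 719. More DEGs were upregulated than downregulated in primary myoblasts under each alternative that called any.

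The number of shared DEGs, 69 with 66 in the same direction, was 48 and 48 with RLE size factors, 31 and 31 with DESeq2 and the block, 39 and 38 with ComBat-Seq or the deposited batch-corrected counts, 34 and 33 with all samples in one fit, 3 and 3 with TREAT, 215 and 204 without a fold change threshold and 45 and 45 at an adjusted p-value of 0.01. These are the totals of each alternative, whose genes need not be among the 69. The correlation of the shared DEGs of each alternative, 0.844 for the 69, was 0.959 with RLE size factors, 0.964 with library size alone, 0.895 with at least 10 counts in every sample, 0.962 with DESeq2 and the block, 0.942 with ComBat-Seq, 0.942 with the deposited batch-corrected counts, 0.910 with all samples in one fit, 0.833 without copies and 0.830 with the offset, each a move of more than 0.0101, the SD between replicate pairs. The correlation of 0.301 over all genes tested in both was 0.0195 without a filter, 0.340 with at least 10 counts, 0.278 without the block, 0.0416 with DESeq2 and the block, 0.0273 with ComBat-Seq, 0.0274 with the deposited counts and 0.134 with all samples in one fit. The settings without a filter include genes with few counts. The SD of 0.0101 comes from 2 correlations, 0.793 and 0.807, of replicates matched by number across the cell types. Since that matching is arbitrary, the SD is a weak measure of spread. The interaction test called 0 genes (1469 at an unadjusted p-value under 0.05) and 17 with DESeq2.

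The gene lists were computed with RLE size factors, library size alone, no filter, at least 10 counts in every sample, no block, fry and each replicate pair alone, and the 4 medians kept their direction under these. The lists were not computed under DESeq2, ComBat-Seq, the deposited batch-corrected counts, all samples in one fit, the leaving out of copies or the offset. With fry in place of camera the medians are the same and the p-values rose above 0.05 for the dividing (-0.31, 0.0629), differentiated (0.55, 0.160), cell cycle (-0.19, 0.178) and muscle lists (0.58, 0.0532) in C2C12 cells and for the differentiated (0.73, 0.242) and muscle lists (0.73, 0.294) in primary myoblasts. fry estimates variation from the samples, which leave 1 residual degree of freedom with the block. The seed match kept its direction with the hexamer, the octamer, the whole transcript and no block, from -0.21 to -0.06 in C2C12 cells and from -0.23 to -0.04 in primary myoblasts.

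Among the 187 results for single genes, 127 changed without the block, 61 with DESeq2 and the block, 59 with all samples in one fit, 41 with ComBat-Seq, 26 with library size alone and 20 with RLE size factors. The direction reversed for Rn28s1 in C2C12 cells with DESeq2 and the block (0.47), for Septin2 in C2C12 cells without a filter (-0.0078), with ComBat-Seq (-0.0011) and with the deposited counts (-0.00098), for Septin7 in primary myoblasts with library size alone (-0.011) and for Crk in primary myoblasts with the offset (0.017). None of these had an adjusted p-value under 0.05. Leaving out a replicate leaves a single pair, so no p-value, number of DEGs or call was computed for it. Of 374 pair ratios 13 had the opposite direction. With 2 pairs the estimate lies near their midpoint, so the distance of a pair from it is no test of stability. In C2C12 cells the log2 ratios went for Gal3st2b from -0.22 to 0.45, Gm38664 from -2.09 to 0.16, Pax7 from -0.039 to 0.14, Rn28s1 from -1.43 to 2.29, Septin10 from -0.10 to 0.015, Septin2 from -0.089 to 0.11 and Septin7 from -0.059 to 0.0028, and in primary myoblasts for Crk from -0.079 to 0.041, Ryr1 from -0.29 to 1.15, Septin6 from -0.029 to 0.13, Septin7 from -0.073 to 0.12, Septin8 from -0.12 to 0.21 and Ttn from -0.26 to 1.21. Depth limits the genes with few counts, among them Hdc, Best1, Gal3st2b and Gm38664, whose fold changes rest on few reads.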

Differences from the paper's values

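The paper's values are compared with those from the replicate block fit in edgeR and with the alternatives set before the data were examined, and a number of genes is compared by whether it lies within 1.5 times of the paper's, which is not equality. In C2C12 cells 248 DEGs were found against the paper's 125. Numbers within this range were found with DESeq2 and the replicate block (100), with ComBat-Seq and DESeq2 (125), with DESeq2 on the deposited batch-corrected counts (125) and at an adjusted p-value of 0.01 (151), and not under the other alternatives. In primary myoblasts 542 DEGs were found against the paper's 330, and numbers within this range were found with RLE size factors (260), DESeq2 and the block (226), ComBat-Seq and DESeq2 (332), the deposited batch-corrected counts (330), all 8 samples in one fit (378) and an adjusted p-value of 0.01 (328), but not under the others. Of these, 491 were upregulated against the paper's 285, and the same 6 alternatives came within this range, with 225, 195, 287, 285, 330 and 292. The paper's methods name ComBat-Seq followed by DESeq2.

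In C2C12 cells 131 DEGs were upregulated against the paper's 71, and 117 downregulated against the paper's 54. For upregulated DEGs the alternatives within 1.5 times of the paper's value were ComBat-Seq with DESeq2 (54), the deposited batch-corrected counts (54) and an adjusted p-value of 0.01 (69). For downregulated DEGs they were DESeq2 with the block (62), ComBat-Seq with DESeq2 (71), the deposited batch-corrected counts (71) and all 8 samples in one fit (54). With the deposited batch-corrected counts the numbers in the 2 directions, 54 upregulated and 71 downregulated, are those of the paper with the directions exchanged.

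The shared DEGs numbered 69 against the paper's 39, and 66 changed in the same direction against the paper's 38. Both came within 1.5 times of the paper's with RLE size factors (48 and 48), library size alone (47 and 47), DESeq2 and the block (31 and 31), ComBat-Seq with DESeq2 or the deposited batch-corrected counts (39 and 38), all samples in one fit (34 and 33) and an adjusted p-value of 0.01 (45 and 45), and not under the other alternatives. The Pearson correlation of the shared DEGs was 0.844 against about 0.94 in Fig. 2F, read by eye. Only ComBat-Seq with DESeq2 and the deposited batch-corrected counts, both at 0.942, came within 0.0101 of the paper's value. That limit is the SD between replicate pairs, which rests on 2 values and is a weak measure of spread. Septin2 in C2C12 cells had a log2 fold change of 0.0095 against the paper's -0.00098, which is a difference in sign between values near 0, within the paper's standard error of 0.058. The paper's table appears to give control over Septin9-deficient cells, since its signs are opposite to those from DESeq2 on the deposited counts for the 5 named genes compared, so its values were reversed in sign for this comparison. As printed, the value for Septin2 is positive, and the difference in sign depends on this reversal. The negative sign was found without a filter (-0.0078), with ComBat-Seq (-0.0011), with the deposited counts (-0.00098) and in the log2 ratio of replicate pair 2 alone (-0.089), which lies farther from the paper's value, and not under the other alternatives.

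The paper names Acta2 as the shared DEG with opposite directions. Acta2 was not a DEG in either cell type under the replicate block fit, with log2 fold changes of -0.58 and 0.25. With DESeq2 on the deposited batch-corrected counts they were -0.58 and 0.28, with an adjusted p-value of 0.139 in primary myoblasts, and the shared DEG with opposite directions was Dync1i1, named after its values were seen. In C2C12 cells Acta2 passed the fold change threshold without a filter (-0.59) and with the GC content and gene length offset (-0.59), an alternative chosen after seeing the data. Fig. 2F labels a downregulated gene Crk. Crk had log2 fold changes of -0.19 and -0.02 and was not a DEG, whereas Crkl, named after its values were seen, had -0.87 and -0.90.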

Other observations

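The test of normalization on the share of upregulated DEGs and the test of library depth on the interaction were set before the data were examined, the test of GC content and gene length was added later, and the tests of gene copies and of the counts of the genes called by DESeq2 were chosen only after the copies among the DEGs and the calls had been seen.

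Upregulated genes made up 90.6% of the DEGs in primary myoblasts. With library size alone in place of TMM this share moved by 10.5 percentage points, to 80.1%, and with RLE size factors by 4.05 points. With an offset for GC content and gene length it moved by 0.498 points. Scaling moved the fold changes little, with a median over all tested genes of 0.0100 under TMM, 0.0164 under RLE and -0.0218 under library size. Genes with an adjusted p-value under 0.05 from edgeR fell from 854 to 295 and 236. The share therefore moved with the number of genes that passed, more than with a shift of fold changes. Most of the DEGs were upregulated under each scaling tested. The offset for GC content and gene length moved the share little, which holds for this offset only. The share was 91.0% without copies, 90.6% with at least 10 counts in every sample, 89.8% without a filter and 86.3% with DESeq2 and the replicate block.

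The interaction test of edgeR called 0 genes, with 1469 at an unadjusted p-value under 0.05, so no comparison of called genes by library depth was made for it. The median number of reads per sample was 22101367 in C2C12 cells and 23937337 in primary myoblasts. DESeq2 with the replicate block called 17 genes. Their mean count over the 8 samples had a median of 3082, against 1502 for the 7576 other genes with an adjusted p-value, so these calls did not fall on genes with fewer counts. DESeq2 had already left out genes with few counts before the adjustment, and the other explanations for the calls were not tested.

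Further copies of one gene make up 11 of the 248 DEGs in C2C12 cells and 34 of the 542 in primary myoblasts. Without these entries there were 254 and 524 DEGs. In C2C12 cells 148 of the 254 were upregulated and 106 downregulated, and 229 of them were also called with the copies. The share of upregulated DEGs there moved from 52.8% to 58.3%. The larger ratio of the numbers of DEGs with and without the copies was 1.03. Copies therefore account for little of the number of DEGs.

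The replicates of a condition differed in differentiation genes. In C2C12 cells control replicate 2 exceeded control replicate 1 by a median log2 difference of 1.39 for the differentiated markers and 1.17 for the muscle list, and in primary myoblasts the medians were -1.44 and -1.53. Septin9-deficient replicates differed by 0.70 and 0.95 in C2C12 cells and by -0.77 and -0.72 in primary myoblasts. Against these, the changes after Septin9 depletion were 0.55 and 0.58 in C2C12 cells and 0.73 and 0.73 in primary myoblasts, in the same direction in both replicate pairs.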
